# The Wnt Co-Receptor PTK7/Otk and Its Homolog Otk-2 in Neurogenesis and Patterning

**DOI:** 10.3390/cells13050365

**Published:** 2024-02-20

**Authors:** Qian Hui Tan, Agimaa Otgonbaatar, Prameet Kaur, Angelica Faye Ga, Nathan P. Harmston, Nicholas S. Tolwinski

**Keywords:** Wnt, PTK7, *Drosophila*

## Abstract

Wnt signaling is a highly conserved metazoan pathway that plays a crucial role in cell fate determination and morphogenesis during development. Wnt ligands can induce disparate cellular responses. The exact mechanism behind these different outcomes is not fully understood but may be due to interactions with different receptors on the cell membrane. PTK7/Otk is a transmembrane receptor that is implicated in various developmental and physiological processes including cell polarity, cell migration, and invasion. Here, we examine two roles of Otk-1 and Otk-2 in patterning and neurogenesis. We find that Otk-1 is a positive regulator of signaling and Otk-2 functions as its inhibitor. We propose that PTK7/Otk functions in signaling, cell migration, and polarity contributing to the diversity of cellular responses seen in Wnt-mediated processes.

## 1. Introduction

Signaling pathways such as Wnt regulate cell fate decisions in a tissue-specific manner [1,2]. These processes can be studied in embryonic models as embryonic development involves the coordinated movement of cells along with cell fate choices. Both are aspects of polarity and transcriptional signaling coordinated by the Wnt pathway [3,4].

The Wnt pathway is activated by the binding of Wnt ligand to Frizzled receptor and LRP5/6 co-receptors on the plasma membrane, followed by the recruitment of Disheveled and subsequent activation, or repression of downstream target genes and cellular processes [5]. Canonical Wnt signaling is dependent on β-catenin to transduce signal between the membrane and the nucleus. In the absence of Wnt, β-catenin is phosphorylated and degraded by the destruction complex containing the kinases CK1α and GSK-3 as well as the scaffold proteins Axin and APC. The binding of Wnts to their cognate receptor inactivates the destruction complex and prevents the degradation of β-catenin, allowing its translocation to the nucleus where it regulates expression of target genes via TCF [6,7]. This branch of the pathway is thought to primarily direct transcriptional changes that determine cell fate and proliferation. The non-canonical pathway or β-catenin-independent signaling does not require β-catenin for signal transduction and has mainly been implicated in the regulation of cell organization and polarity [8,9]. Activation of the non-canonical pathway has been found to involve the activation of Disheveled (Dsh in *Drosophila*, Dvl in mammals), followed by Rho GTPase activation and actin rearrangement [5,8,10].

These different branches of the Wnt pathway are activated by the binding of extracellular Wnt ligands to distinct transmembrane receptors and co-receptors, including Frizzled (Fz), Ptk7, and Ror [11,12,13,14,15,16]. Protein Tyrosine Kinase-7 (PTK7 or Off-track 1, Otk-1 in *Drosophila*) and other non-canonical co-receptors have been proposed to direct polarity and migratory behaviors [17,18,19,20]. PTK7 resembles a receptor tyrosine kinase but is predicted to lack kinase activity due to a mutation in the ATP binding site of the putative kinase domain [21].

Studies in *Drosophila* have identified that Ptk7/Otk is a co-receptor for Wnt-4 and Wnt-2 [11,16]. PTK7 functions via two distinct mechanisms: one where the extracellular domain is cleaved and functions as a signal for cell migration on its own, and one where the intracellular domain activates its own signaling pathway [22,23,24,25]. Intracellular Otk signaling during *Drosophila* embryogenesis contributes to axonal pathfinding and epidermal patterning by inhibiting canonical signaling, while activating a non-canonical pathway [11,26,27]. PTK7 affects the canonical Wnt pathway by regulating LRP6 levels in Xenopus [28]. The pathway components downstream of Otk are not fully elucidated but require PTK7 binding to Dsh [10], the recruitment of RACK1 [29], and the protein tyrosine kinase Src which phosphorylates Rho-associated kinase (ROCK) regulating the myosin regulatory light chain to stimulate actomyosin contractility [30].

In *Drosophila*, the best studied Wnt is called Wingless (Wg), but several other homologs show some activity [31,32]. Wnt-4 was originally identified as showing opposing phenotypes to *wg* in patterning and pathfinding functions during neurogenesis [33,34,35,36,37]. Wnts are not thought to contribute to planar cell polarity in *Drosophila* making it unclear what would define a non-canonical Wnt in flies [32,38]. They all bind to Frizzled receptors [39], but some show activity toward other co-receptors, such as Wnt5 and the Derailed receptor [40]. These studies suggest that there are non-canonical Wnt pathways in *Drosophila* possibly using distinct co-receptors [3].

Here, we investigate the mechanism by which Otk-1 transduces and interprets Wnt signals along with its binding partner Otk-2 [16]. We observe Otk-1 expression during embryogenesis in both epithelial as well as neuronal cells. We demonstrate that Otk-1 and its homolog Otk-2 act antagonistically, and that Wnt-4 activates Otk-1 to repress canonical Wnt signaling in *Drosophila* embryos.

## 2. Materials and Methods

### 2.1. Crosses and Expression of UAS Construct

All crosses for transgene expression were performed as previously described [41,42]. For more information, please visit Flybase [43,44]. Expression was driven by daughterless and maternal-GAL4 combinations. All additional stocks were obtained from the Bloomington *Drosophila* Stock Center (NIH P40OD018537). The tandem fluorescent protein timer recombination insertion construct was synthesized by SynbioTech (Monmouth Junction, NJ, USA) and injected by Bestgene (Chino Hills, CA, USA) according to the MiMIC-RMCE protocols [45,46,47], and timer protocols [48,49].

### 2.2. Fly Lines and Crosses

#### 2.2.1. Fly Lines Used

mataTub-Gal4VP16 15 (D. St. Johnston)
daughterless-Gal4 BDSC 55850
-> Recombined to make mat, da Gal4 (this study)
UAS-Otk-1 pUASg 3XHA [11]
UAS-Wnt-4 [34,35]
UAS-Wnt-4 RNAi BDSC Stock #29442 [50]
UAS–Otk-1 RNAi BDSC Stock #25790
UAS–Otk-2 RNAi BDSC Stock #38973
UAS–Otk-1 RNAi BDSC Stock #55869
UAS–Otk-2 RNAi BDSC Stock #55892
UAS–Otk-2 RNAi BDSC Stock #57040
UAS-Frankenbody HA nanobody-GFP; daughterless-GAL4 [51]
Mi[Trojan-GAL4]otk BDSC Stock #76759
UAS-wg BDSC 5918 [52]
UAS-Td-Tomato BDSC Stock #36328 (Joost Schulte and Katharine Sepp)
elavGal4, UAS-GFP BDSC Stock #5146

#### 2.2.2. Fly Crosses Performed

mat, da GAL4 × UAS-Otk-1
mat, da GAL4 × UAS-Wg
mat, da GAL4 × UAS-Otk-1, UAS-Wnt-4
mat, da GAL4 × UAS-Otk-1 RNAi
mat, da GAL4 × UAS-Otk-2 RNAi
mat, da GAL4 × UAS-Otk-1 RNAi, UAS-Wnt-4 RNAi
mat, da GAL4 × UAS-Otk-2 RNAi, UAS-Wnt-4 RNAi
mat, da GAL4 × UAS-Wnt-4
mat, da GAL4 × UAS-Wnt-4 RNAi
mat, da GAL4 × UAS-Otk-1 RNAi, UAS-Otk-2 RNAi
da GAL4 × UAS-Otk1, UAS-Franken HA-GFP
Mi[Trojan-GAL4]otk × UAS-Td-Tomato
elavGal4, UAS-GFP × UAS-Otk-1 RNAi, UAS-Otk-2 RNAi

### 2.3. Imaging

#### 2.3.1. Light Sheet Imaging

Otk-1TFP, Otk-1TrojanGal4 > TdTom, and elavGal4 samples were imaged with a Zeiss Lightsheet Z.1 microscope. *Drosophila* embryos were dechorionated using bleach, rinsed twice with water, dried, and loaded into a capillary filled with 1% low-melting agarose Type VII-A in water (Sigma-Aldrich, St. Louis, MO, USA) [53]. 

All light sheet images were acquired with a water immersion objective at W Plan-Apochromat 40×.1.0 UV-VIS detection objective (Carl Zeiss, Jena, Germany). Otk-1TrojanGal4 > TdTom samples were exposed to a 561 nm laser at 10% power every 5 min for 150 cycles. Otk-1Timer samples were imaged using the following settings: 10% laser power for 488 nm, 15% laser power for 561 nm every 5 min for 250 cycles.

Red fluorescent protein (RFP) and superfolder GFP (sfGFP) cluster intensity was quantified using IMARIS 9.0 (Bitplane AG, Belfast, UK). In brief, two time points were extracted, corresponding to the early and late stages of embryo development. All channels were rendered with the same brightness and sensitivity settings in IMARIS, and volume statistics were exported for further analysis in R. Statistical analysis was performed using R (v 4.2.2) and graphed using the ggpubr (v0.6.0) package.

#### 2.3.2. Confocal Imaging 

*Drosophila* embryos were dechorionated using bleach, rinsed twice with water, and immersed in water in an imaging dish. UAS-otk-1 Franken-HA-GFP samples were acquired on the Zeiss LSM 800 (Carl Zeiss, Germany) using 1% laser power for 488 nm. Images were processed using the maximum intensity projection function of the ZEN 2.0 SP software (Carl Zeiss, Germany).

### 2.4. Transcriptomic Analysis

RNA-seq data were assessed for quality using FastQC [54] v0.11.8. Reads were aligned against *Drosophila* genome release BDGP6.22.97 using STAR [55] v2.7.1a and quantified using RSEM [56] v1.3.1. FastQC, STAR, and RSEM results were then compiled and assessed via MultiQC [57] v1.14.

Reads mapping to chrM or annotated as rRNA, Mt_rRNA, snoRNA, or snRNA were removed. Genes with fewer than 10 read mappings on average across all samples were also removed. Read counts were normalized using a regularized log transformation, and principal component analysis was performed to assess sample clustering.

Differential expression analysis was performed using DESeq2 [58]. For pairwise comparisons, log2 fold changes were shrunk using the apeglm [59] algorithm. For clustering analysis, gene-level counts were transformed using a regularized log transformation, converted to z-scores, and clustered using k-means. The average silhouette width of clusters was used to determine the optimal number of clusters (k = 3). For each cluster, Gene Ontology (GO) and KEGG enrichments were performed using clusterProfiler [60] (v4.7.1.003).

## 3. Results

### 3.1. Patterning

Embryonic patterning brings together developmental signaling pathways to impart direction and identity to cells of developing embryos [61]. The Wnt, or Wingless (Wg) pathway in *Drosophila*, is part of anterior to posterior patterning [62,63]. Loss of *wg* leads to a denticle-covered embryo (Figure 1A) while overexpression of *wg* shows a naked or no-denticle phenotype (Figure 1B, compared to normal patterning in Figure 1C) [52]. *Drosophila* Wnt-4 appears to have an antagonistic activity toward *wg* causing extra denticles to appear when overexpressed [34,35]. This function is through a different co-receptor: Off-Track (Otk-1) or Protein Tyrosine Kinase 7 (PTK7) [11]. In *Drosophila*, Otk-1 is expressed in stripes corresponding to the expression of Wnt-4, and both Otk-1 and Wnt-4 oppose Wg signaling [11,27,35]. A recent study suggested that a deletion of both Otk-1 and 2 had no obvious phenotype in embryos so we reexamined the patterning phenotypes using a maternally driven RNAi approach [16].

Otk-1 is not a true tyrosine kinase [29], but instead is likely to act as a scaffold. It interacts with Disheveled (Dsh/Dvl) but does not bind the key β-catenin regulator Axin [11]. We looked at the phenotype of Otk-1 RNAi in embryos through a cuticle assay where a periodic Wnt signal can be observed (Figure 1) [64]. This is an assay used to determine developmental patterning through observation of a simple cell fate choice where cells in the epidermis choose to either make a denticle or not resulting in a segmented/periodic appearance (Figure 1A–C). Loss of Wnt leads to all cells adopting the denticle fate, while Wnt hyperactivation leads to all cells adopting the naked cell fate (compare Figure 1A to Figure 1B). We observed that Otk-1 knockdown led to a loss of some denticles, or a Wnt activation phenotype, but the consistency between segments and across embryos did not show strong penetrance (Figure 1D). Otk-2 knockdown, however, led to a gain of denticle cell fates (Figure 1E) with complete penetrance. The combined loss of both Otk-1 and Otk-2 resulted in a strong loss of Wnt phenotype (Figure 1F) with complete penetrance among embryos that completed cuticle development. These surprising findings suggest that the two Otk proteins play opposing roles in Wnt signaling with Otk-1 being a negative regulator and Otk-2 a positive one. Since Otk-1 and 2 can bind to each other, these findings suggest that Otk-2 is a negative regulator of Otk-1.

We next looked at the relationship of Otk to Wnt-4. We expressed RNAi for Otk-1 and overexpressed Wnt-4. If Otk-1 is the sole receptor for Wnt-4, then it should be epistatic, meaning that the phenotype would be similar to Otk-1 RNAi alone, but this was not the case with embryos showing a complex phenotype with some areas having more denticles and some fewer (Figure 1G) with less than 50% penetrance. We looked at a combination of Otk-1 and Wnt-4 RNAi, but similarly could not make a strong conclusion about epistasis as few embryos made cuticles making patterning difficult to observe (Figure 1H). We also tested the combination of Wnt-4 RNAi and Otk-2 RNAi, which gave a clear finding of loss of patterning similar to loss of Otk-2 alone (Figure 1I) with complete penetrance. As RNAi based knockdown experiments do not provide null conditions for testing epistasis, we can only conclude that the epistasis experiments for Otk-1 were mixed, but Otk-2 RNAi showed consistent behavior acting upstream of Otk-1 and parallel to Wnt-4.

An often-used readout of canonical Wnt signaling during *Drosophila* embryonic development is the expression of the *engrailed* (*en*) gene. Transcription of *en* is activated in anterior to posterior stripes in response to *wg* activity mirroring the activity of the pathway [1,63]. To examine the effect of Otk on *en* expression, we used a combination of two early Gal4 drivers to overexpress and knock down Otk and Wnt-4 in embryos. In wild-type embryos, En protein appears in stripes two to three nuclei thick (Figure 2A). We had previously reported a loss of En protein stripes in response to Otk-1 and Wnt-4 co-expression [11]. Here we showed that overexpression of Wnt-4 (Figure 2B), Wnt-4 RNAi (Figure 2C) and Otk-1 RNAi (Figure 2D) showed little effect on En protein stripes comparable to their mild cuticle phenotypes. We did observe a decrease in both intensity and thickness of En stripes when Otk-2 RNAi was expressed (Figure 2E), and a complete loss of striping when both Otk-1 and 2 RNAi were combined (Figure 2F). UAS-driven overexpression of Otk-1 (Figure 2G) showed little effect on En stripes, while some ectopic En was observed in Otk-1, Wnt-4 double RNAi (Figure 2H). Combining Otk-1 RNAi with Wnt-4 overexpression had little effect on En stripes (Figure 2I). These findings, combined with the patterning phenotypes observed (Figure 1) suggest that Otk-2 and Otk-1 are required for proper patterning by canonical Wnt signaling.

### 3.2. Transcriptomic Analysis Identifies Wnt-4-Dependent and Wnt-4-Independent Clusters 

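Whole Drosophila embryos laid over 24 h at 25 °C were collected, so every library mixes embryos of all ages up to that time. Total RNA was sequenced in paired reads of 151 bp. A driver that combines maternal and daughterless GAL4 drove each transgene. The 10 groups had 2 libraries each (n = 2 at every value). They were WT embryos, embryos overexpressing wnt-4 (UAS-wnt-4), otk-1 (UAS-otk-1) or both, and embryos expressing hairpins against otk-2, wnt-4, otk-1 or a pair of them. The annotation names these genes Wnt4, otk (otk-1) and otk2 (otk-2). The authors aligned the reads with STAR 2.7.1a and estimated an expected count per gene with RSEM 1.3.1, which divides a read that fits several genes between them. Values of near-identical copies such as the Hsp70 genes and the Jonah digestive proteases are therefore uncertain, and so, to a lesser degree, is any read shared by the paralogs otk and otk2. Whether the counting used strand is not given in the sources used here, so reads of overlapping genes on opposite strands cannot be told apart. Among the genes followed most closely, Wnt4, otk, Egfr, mesh, arm and poe each overlap another annotated gene. The total count per library lay between 33641557 and 41753919, with a median of 35534098. It was 35479350 and 36021413 in WT, 34915627 and 34443233 in UAS-wnt-4, 34895347 and 34712033 in UAS-otk-1 and 35588846 and 38807601 in the double overexpression. Totals were 34955059 and 35058005 in otk-2 RNAi, 35749871 and 36084247 in the libraries labelled wnt-4 RNAi and 33641557 and 35765009 in otk-1 RNAi. The double RNAi groups had 34484961 and 36594079 (wnt-4 with otk-1), 41753919 and 41192347 (wnt-4 with otk-2) and 33993227 and 40204029 (otk-1 with otk-2).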

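From these files, expected counts were rounded to whole numbers, the gene types the paper removes were left out, and the 11154 genes with a mean of at least 10 counts were tested. Counts were normalized by TMM, and all 20 libraries entered a single fit of edgeR's quasi-likelihood test. Genes passed at a Benjamini-Hochberg adjusted p under 0.1, the paper's threshold of 10%. Changes are log2 fold changes against WT with ± their standard error unless another reference is named. For a gene list, the count of members past the threshold is given with the camera test of limma, which compares the list with all other genes at a preset correlation of 0.01 between its members. Gene lists were fixed before the data were examined. They stand in for the GO and KEGG terms the paper tested and are not the same gene sets. For a list, all alternatives means the 9 settings rerun for lists. They were RLE scaling, no filter on low counts, the replicate number as a block and the stage score described below as a covariate. The others were an estimated correlation and leaving out each library of the group or of WT. With 2 libraries against 2, an exact two-sided permutation test cannot go below p = 0.333. The test used therefore estimates the spread of each gene over all groups together and moderates it with that of the other genes. None of the sources used here says that the 2 libraries of a group came from separate collections, and the p-values measure the spread between these libraries.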

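The levels of genes that mark embryonic stages differed between libraries, including libraries of the same group. Genes of late embryonic tissues (cuticle proteins, muscle and neurons) were compared with genes of the egg and early embryo (maternal and germ plasm genes and blastoderm genes) as a stage score, the difference of their mean log2 CPM (counts scaled to a common library size). It was 1.56 and 0.14 in the WT libraries and 0.60 and -0.70 in UAS-wnt-4. UAS-otk-1 had -1.04 and -0.55, the double overexpression -0.48 and -0.83, and otk-2 RNAi -0.41 and -0.38. Scores of -0.93 and -1.15 were found in the libraries labelled wnt-4 RNAi and of -1.28 and -1.37 in otk-1 RNAi. In the double RNAi groups they were -0.66 and -1.13 (wnt-4 with otk-1), -1.26 and -0.77 (wnt-4 with otk-2) and -1.47 and -1.43 (otk-1 with otk-2). The score therefore moves with the groups compared, and many results change when it enters the fit as a covariate. Beside the group terms, its slope rests on differences within groups, widest in WT and UAS-wnt-4. Every library outside those 2 groups scored below both WT libraries, so the adjusted comparisons with WT extrapolate. A call lost or turned in that fit therefore does not decide whether stage is its cause.

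**Figure D1:**
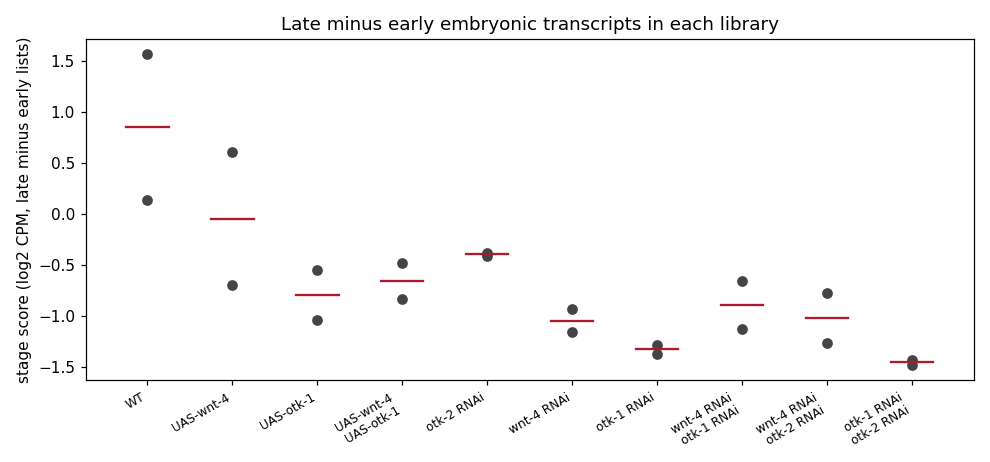
Stage score of each library (points) with the group mean (red line), as the mean log2 CPM of late embryonic gene lists minus that of early lists. The WT libraries lie at 1.56 and 0.14, and every library labelled with wnt-4 RNAi or otk-1 RNAi lies at -0.66 or below.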

To further investigate the interaction between Wnt-4, Otk-1, and Otk-2, we collected embryos overexpressing and downregulating these genes in various combinations. Across all conditions, 7939 genes (FDR < 10%) were identified as significantly differentially expressed. 

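Groups labelled with wnt-4 RNAi or otk-1 RNAi, alone or combined, differed from WT in at least 5074 genes, and the other groups in at most 538. GILT3 encodes a lysosomal thiol reductase of the GILT family. It had the largest rise in the libraries labelled wnt-4 RNAi (4.12 ± 0.33) among the genes eligible to be named. These have a mean of at least 100 counts, libraries that do not overlap and a name other than a CG or CR number. GILT3 was also higher in otk-1 RNAi (4.30 ± 0.33) and in the double wnt-4 RNAi otk-1 RNAi (4.90 ± 0.34). The cytochrome P450 gene Cyp6d4 rose by 3.98 ± 0.26, 2.99 ± 0.25 and 4.37 ± 0.26 in these groups, and gd, a serine protease of dorsal-ventral axis formation, by 3.40 ± 0.54 and 3.24 ± 0.54 in the first and second. Across the 10 groups, 7151 of the 11154 genes tested (64.1%) passed the threshold. Against WT, 6600 genes passed in the libraries labelled wnt-4 RNAi (3313 higher, 3287 lower), 5074 in otk-1 RNAi (2343 higher, 2731 lower) and 6940 in wnt-4 RNAi otk-1 RNAi (3443 higher, 3497 lower). The wnt-4 RNAi otk-2 RNAi embryos had 6099 (3092 higher, 3007 lower) and the otk-1 RNAi otk-2 RNAi embryos 5223 (2506 higher, 2717 lower). In otk-2 RNAi there were 199 (53 higher, 146 lower), in UAS-otk-1 317 (133 higher, 184 lower), in UAS-wnt-4 68 (24 higher, 44 lower) and in the double overexpression 538 (151 higher, 387 lower). In UAS-otk-1 more genes were higher than lower by DESeq2 (748 and 603), with no filter on low counts (563 and 266) and with the replicate number as a block (599 and 472). The same held without WT replicate 2 and with the trend with gene length removed, chosen after the values were seen (312 and 302). DESeq2 called 110 genes in UAS-wnt-4 and 1224 in the double overexpression, and a fit of only the libraries compared called 1 in UAS-wnt-4. Single libraries move most of these counts. Without WT replicate 1 there were 4160 genes in the libraries labelled wnt-4 RNAi, 1087 in otk-1 RNAi, 3140 in wnt-4 RNAi otk-2 RNAi, 2160 in otk-1 RNAi otk-2 RNAi, 40 in UAS-otk-1, 62 in the double overexpression and 66 in otk-2 RNAi. Without WT replicate 2 there were 4009 in UAS-otk-1, 2396 in otk-2 RNAi, 2110 in the double overexpression and 175 in UAS-wnt-4. Leaving out a group's own replicate 1 or 2 gave 2443 or 1911 in otk-1 RNAi, 23 or 30 in UAS-otk-1, 43 or 44 in the double overexpression and 41 or 26 in UAS-wnt-4. It was 3306 without replicate 1 of wnt-4 RNAi otk-2 RNAi, 2876 without replicate 2 of otk-1 RNAi otk-2 RNAi and 24 without replicate 2 of otk-2 RNAi. With the stage score as a covariate, 492 genes passed in the libraries labelled wnt-4 RNAi, 59 in otk-1 RNAi and 3468 in wnt-4 RNAi otk-1 RNAi. There were 223 in wnt-4 RNAi otk-2 RNAi, 87 in otk-1 RNAi otk-2 RNAi and 183 in the double overexpression. The split between groups with wnt-4 or otk-1 RNAi and the others did not hold in that fit.

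**Figure D2:**
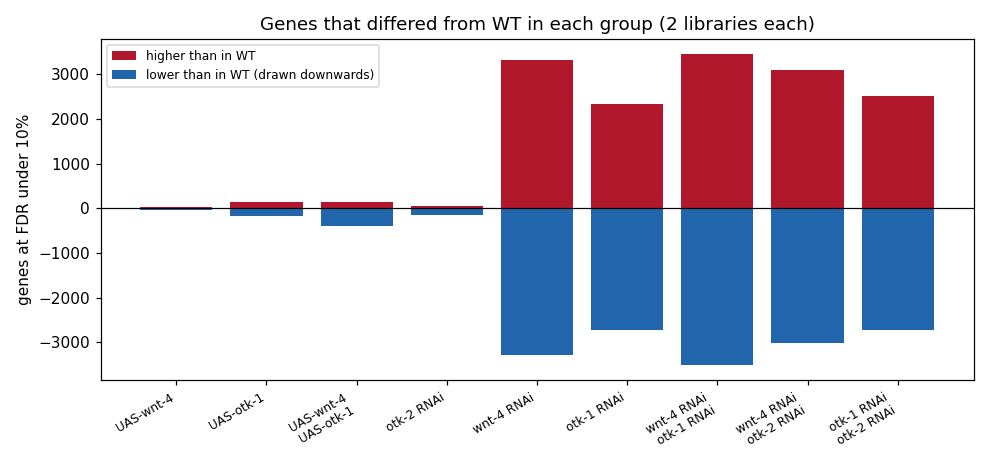
Number of genes higher (red, upwards) and lower (blue, drawn below 0) than in WT at an adjusted p under 0.1, for each of the 9 groups (n = 2 libraries each). The 5 groups labelled with wnt-4 RNAi or otk-1 RNAi have 5074 to 6940 genes and the other 4 have 68 to 538.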

K-means clustering of these genes identified three distinct clusters (Figure 3A).

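The 7151 genes were grouped by k-means (k = 3, 25 starts) on the z-scores of their regularized log counts. Cluster I held 1338 genes (18.7%), cluster II 3284 (45.9%) and cluster III 2529 (35.4%). Of the genes the paper names, Wnt4, otk, ths, Egfr, en and wg fell in cluster I, ea, dsh, dlg1 and l(2)gl in cluster II, and otk2, mesh, Gli, cora and Fas3 in cluster III. The mean silhouette width was 0.458 with 2 clusters, 0.351 with 3, 0.268 with 4, 0.254 with 5 and 0.18 with 6. Because the clusters were formed from these same libraries, the counts of changed genes within a cluster are not an independent test of its direction.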

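Genes of the first cluster of 1338 genes were lower in the 3 groups labelled with wnt-4 RNAi, although the Wnt4 level does not bear out that label. In the double groups Wnt4 changed by -0.11 (standard error 0.15) with otk-1 RNAi and by 0.10 (standard error 0.15) with otk-2 RNAi, each against the partner alone. In wnt-4 RNAi otk-1 RNAi embryos, 1037 were lower and 18 higher than in WT, with a median log2 fold change of -0.57. In the libraries labelled wnt-4 RNAi, where Wnt4 itself was not lower, 700 were lower and 26 higher (median -0.32), and in wnt-4 RNAi otk-2 RNAi 502 were lower and 54 higher (median -0.24). Among them, in wnt-4 RNAi otk-1 RNAi, were the glial regulators gcm2 (-1.42 ± 0.26) and repo (-1.20 ± 0.18), and ptc (-0.82 ± 0.18) and ci (-0.73 ± 0.14), the receptor and the transcription factor of the Hedgehog pathway. In otk-1 RNAi, 334 of the genes were lower and 110 higher (median -0.16). In otk-1 RNAi otk-2 RNAi these numbers were 315 and 115 (median -0.14). UAS-otk-1 embryos had 17 lower and 27 higher, and UAS-wnt-4 embryos 4 lower and 12 higher. Tested directly, 826 of the genes were lower and 1 higher in wnt-4 RNAi otk-1 RNAi than in otk-1 RNAi (median -0.44), among them jeb (-1.06 ± 0.20) and shn (-1.05 ± 0.20). Between the libraries labelled wnt-4 RNAi and otk-1 RNAi, 75 were lower and 15 higher in the former (median -0.17). Genes of this cluster were long (median effective length 2453 bases, against 1586 for all genes tested). With each library's trend with gene length removed, a setting chosen after the values were seen, 842 were lower and 1 higher in wnt-4 RNAi otk-1 RNAi than in otk-1 RNAi.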

Cluster I (*n* = 1439) contained genes that were activated by Wnt-4 but were unaffected by Otk-1. In other words, this is a Wnt-4-dependent but Otk-1-independent cluster. Within this cluster, we found enrichments for various signaling pathways, including the EGF receptor signaling pathway, MAPK signaling pathway, and Hippo signaling pathway (Figure 3A,B). 

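Of 26 genes of the EGF receptor and MAPK pathway, 11 lay in cluster I, against 3.12 by chance (adjusted p = 0.0010, one-sided Fisher's exact test adjusted over 34 lists and 3 clusters). Members are named here after their clusters were seen. They include sty, kek1 and rho, which act on signaling by the receptor, and the transcription factor pnt. Of 25 Hippo pathway genes, 12 lay there (expected 3.0, adjusted p = 0.000143 from the same exact test), among them the atypical cadherins ft and ds with the myosin dachs and the upstream regulator ex. FGF and VEGF receptor pathway genes had 6 of 10 members in the cluster (adjusted p = 0.00316, exact test), including htl, btl and stumps. Wg target genes (6 of 8, adjusted p = 0.000754), axon guidance genes (11 of 28, adjusted p = 0.00202), Hedgehog pathway genes (6 of 18, adjusted p = 0.0848) and glial genes (4 of 9, adjusted p = 0.0848) also passed by this test. The background was the 11154 genes tested.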

Cluster II (*n* = 3535) contained genes that were repressed by Wnt-4 and Otk-1. 

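Genes of cluster II were higher in each group labelled with wnt-4 RNAi or otk-1 RNAi. In wnt-4 RNAi otk-1 RNAi, 2905 were higher and 2 lower than in WT (median log2 fold change 0.89), and in the libraries labelled wnt-4 RNAi 2878 were higher and 11 lower (median 0.75). In wnt-4 RNAi otk-2 RNAi 2686 were higher and 16 lower (median 0.66), in otk-1 RNAi 1810 and 35 (median 0.41) and in otk-1 RNAi otk-2 RNAi 1970 and 23 (median 0.44). The cytochrome P450 gene Cyp6a20 rose by 3.34 ± 0.31 in the libraries labelled wnt-4 RNAi and by 3.62 ± 0.32 in wnt-4 RNAi otk-1 RNAi, and l(3)72Dp by 3.40 ± 0.34 and 3.71 ± 0.34. Fewer of these genes passed with overexpression. UAS-wnt-4 embryos had 7 higher and 8 lower (median 0.03), UAS-otk-1 embryos 97 higher and 18 lower (median 0.26) and the double overexpression 73 higher and 32 lower (median 0.16). In UAS-otk-1, 83.5% of the cluster lay above WT, past the threshold or not, and the count over all genes tested, 317, was 4009 without WT replicate 2 and 1351 by DESeq2. Compared with otk-1 RNAi, 809 were higher and 49 lower in the libraries labelled wnt-4 RNAi (median 0.33), and Cyp6a20 was higher by 2.13 ± 0.30. Over all genes tested that comparison called 892 genes higher and 183 lower, and 591 higher and 252 lower with the trend with gene length removed, a setting chosen after the values were seen.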

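Maternal genes of the embryonic axes were among the higher genes of the second cluster. The serine protease genes snk (1.78 ± 0.36) and gd and the anterior determinant bcd (1.74 ± 0.39) were higher than in WT in the libraries labelled wnt-4 RNAi, while pip (-1.20 ± 0.16) and mirr (-0.58 ± 0.22), axis genes of clusters III and I, were lower. Of 25 axis specification genes, 12 were higher and 2 lower there (14 and 2 when adjusted over the list alone), with a camera adjusted p = 0.015 and an adjusted p = 0.563 with an estimated correlation. In otk-1 RNAi 10 were higher and 2 lower (median 0.40, camera adjusted p = 0.0225, adjusted p = 0.618 with an estimated correlation), and in wnt-4 RNAi otk-1 RNAi 13 were higher and 5 lower (median 0.68, camera adjusted p = 0.0647, adjusted p = 0.663 with an estimated correlation). The latter pair of calls was lost without WT replicate 1 (adjusted p = 0.268 and 0.258), and with the stage score as a covariate the list was lower in otk-1 RNAi (adjusted p = 0.038) and did not pass in the libraries labelled wnt-4 RNAi (adjusted p = 0.91). Over all alternatives the adjusted p of the list ran from 0.00514 to 0.91 in the libraries labelled wnt-4 RNAi, 0.00499 to 0.618 in otk-1 RNAi and 0.0182 to 0.996 in the double RNAi. By membership, 13 axis specification genes (adjusted p = 0.0848) and 16 of 27 canonical Wnt pathway genes (expected 7.95, adjusted p = 0.00869) lay in the cluster by a one-sided Fisher's exact test. Of 18 Hedgehog pathway genes 8 were there (adjusted p = 0.46) and of 26 Notch pathway genes 10 (adjusted p = 0.669), and these lists did not pass the exact test. Ribosomal protein genes (42 of 89, adjusted p = 0.00248), mitotic cell cycle genes (12 of 22, adjusted p = 0.076) and RNA interference genes (6 of 8, adjusted p = 0.0693) passed it.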

Genes in this cluster were primarily associated with axis specification, canonical Wnt signaling, Hedgehog (Hh) signaling, and Notch signaling. 

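The third cluster of 2529 genes was lower than in WT in every group labelled with wnt-4 RNAi or otk-1 RNAi. In otk-1 RNAi, 2069 were lower and 1 higher (median log2 fold change -0.97), in the libraries labelled wnt-4 RNAi 2175 and 4 (median -1.05), and in wnt-4 RNAi otk-1 RNAi 1893 and 4 (median -0.90). The same direction held in wnt-4 RNAi otk-2 RNAi, with 2171 lower and 0 higher (median -0.96), and in otk-1 RNAi otk-2 RNAi, with 2091 and 0 (median -1.06). In these 2 groups the cluster had 0 and 0 higher at an unadjusted p under 0.05 in edgeR and 0 and 0 by DESeq2. Muscle genes of this cluster fell in otk-1 RNAi, such as paramyosin (Prm, -1.37 ± 0.36) and the myosin heavy chain gene Mhc (-1.28 ± 0.33). UAS-otk-1 embryos had 149 of the genes lower and 1 higher (median -0.55), and UAS-wnt-4 embryos 32 and 5 (median -0.18). Between the libraries labelled wnt-4 RNAi and otk-1 RNAi, 63 were higher and 52 lower (median -0.09). Of the late gene lists in the stage score, 54 cuticle protein, 15 neuron and 14 muscle genes are in this cluster.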

Cluster III (*n* = 2965) contained genes that were activated by Wnt-4 and Otk-1. These genes were primarily involved in cuticle development and neuroactive ligand-receptor interaction. 

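Cuticle genes fell in otk-1 RNAi. The cuticle protein gene Lcp65Ac fell by 5.73 on the log2 scale (standard error 1.08, adjusted p = 0.0040) and Cpr100A by 4.38 (standard error 0.88, adjusted p = 0.00549). The dopa decarboxylase gene Ddc, needed to harden and colour cuticle, changed by -2.65 ± 0.57 and the chitin deacetylase gene Cda4 by -1.46 ± 0.29. Of 74 cuticle protein genes, 61 were lower in otk-1 RNAi (67 when adjusted over the list alone), 34 in the libraries labelled wnt-4 RNAi (34) and 37 in wnt-4 RNAi otk-1 RNAi (18), while 1, Lcp3 (1.39 ± 0.58), was higher in the libraries labelled wnt-4 RNAi. Of 18 cuticle building enzymes, 16, 15 and 16 were lower in these groups and none was higher (16, 16 and 17 lower when adjusted over the list alone, 0, 0 and 0 higher at an unadjusted p under 0.05 in edgeR and 0, 0 and 0 by DESeq2). Neurotransmitter and peptide receptor genes were also lower: 41 of 52 fell and 1 rose in the libraries labelled wnt-4 RNAi (43 and 1 when adjusted over the list alone), led by the allatostatin receptor gene AstA-R1 (-2.65 ± 0.47) and the serotonin receptor gene 5-HT7 (-2.19 ± 0.32). In otk-1 RNAi 39 fell and 1 rose, the CCHamide receptor gene CCHa1-R (3.89 ± 0.45). The camera test gave an adjusted p = 9.27e-13 for cuticle proteins in otk-1 RNAi (adjusted p = 0.511 with an estimated correlation) and an adjusted p = 4.13e-07 for the receptors in the libraries labelled wnt-4 RNAi (adjusted p = 0.563 with an estimated correlation). The receptors had an adjusted p = 0.121 in the libraries labelled wnt-4 RNAi with the stage score as a covariate, and 4.21e-09 to 0.563 over all alternatives. By a one-sided Fisher's exact test, 54 cuticle proteins (adjusted p = 4.36e-18), 17 cuticle enzymes (adjusted p = 3.83e-09) and 39 receptors (adjusted p = 7.69e-14) lay in cluster III. Cuticle proteins, a list in the stage score, were also below WT with overexpression, so a fall from WT is not particular to the RNAi groups. Their mean log2 CPM was 3.02 and 2.94 in WT, 1.41 and 2.19 in UAS-otk-1 and 2.02 and 2.35 in UAS-wnt-4. The double overexpression had 1.64 and 1.60, the libraries labelled wnt-4 RNAi 1.98 and 1.68 and otk-1 RNAi 0.720 and 1.135.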

Intriguingly, this cluster also showed enrichment for junction assembly proteins, specifically those involved in apical and septate junction assembly.

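Of 31 septate junction genes, 18 lay in cluster III, against 7.03 by chance (adjusted p = 0.000281, one-sided Fisher's exact test). Of 15 genes of adherens junctions and apical polarity, 1 lay there, Moe, which encodes the ERM protein that links the membrane to actin (adjusted p = 1.0, the same exact test). Moe had a log2 fold change of -0.34 ± 0.13 in the libraries labelled wnt-4 RNAi. The apical polarity genes par-6 (0.95 ± 0.17) and aPKC (0.76 ± 0.15), both in cluster II, were higher there, and sdt (-0.65 ± 0.11), in cluster I, was lower. Across the apical list, 6 genes were higher and 3 lower in these libraries, 4 higher and 1 lower in otk-1 RNAi, and 6 higher and 5 lower in wnt-4 RNAi otk-1 RNAi (6 and 3, 2 and 1, and 6 and 5 when adjusted over the list alone). The camera adjusted p-values of 0.438, 0.648 and 0.982 did not pass.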

#### 3.2.1. Wnt-4 Activates Otk-1 to Oppose Canonical Wnt Signaling

Wnt ligands bind to Frizzled receptors. For downstream signaling to proceed co-receptors are also bound, thus allowing the activation of specific pathways. Wnt-4 has previously been shown to be able to bind Otk-1 in *Drosophila* embryos in a co-immunoprecipitation assay [11]. If Wnt-4 is the ligand for the Otk-1 co-receptor, we would expect Wnt-4 RNAi embryos, Otk-1 RNAi embryos, and Wnt-4 RNAi Otk-1 RNAi embryos to show similar transcriptional profiles, as they would reflect the removal of a ligand and a receptor in combination. 

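The groups labelled wnt-4 RNAi, otk-1 RNAi and both differed from WT in many of the same genes and in the same direction. Wnt4 itself had 5029 counts in the libraries labelled wnt-4 RNAi against 3879 in WT, and in the double RNAi it changed by -0.11 (standard error 0.15) against otk-1 RNAi. Between the libraries labelled wnt-4 RNAi and otk-1 RNAi, 1959 genes were higher and 2283 lower in both, and 34 went opposite ways. Wnt-4 RNAi otk-1 RNAi shared 2897 higher and 2608 lower genes with the libraries labelled wnt-4 RNAi (14 opposite) and 1866 and 2196 with otk-1 RNAi (16 opposite). The transferase gene GstT3 was among the genes raised most in the double RNAi (3.33 ± 0.19). Across genes, the log2 fold changes had Pearson r = 0.83 (covariance 0.696) between the libraries labelled wnt-4 RNAi and otk-1 RNAi, r = 0.89 (0.808) between the libraries labelled wnt-4 RNAi and the double RNAi, and r = 0.84 (0.725) between otk-1 RNAi and the double RNAi. All use the same WT libraries, which alone makes r positive. Simulated unchanged groups with a shared simulated reference gave r = 0.497 (0.451 to 0.531 over 100 simulations) and a covariance of 0.063 (at most 0.070). Every simulated library came from 1 mean per gene, so these values hold no stage difference between WT libraries. Simulated WT also had the spread of the other groups, though the real WT libraries lay farther apart (0.64 log2 units) than those of any other group. The 2 real WT libraries gave an estimated covariance of 0.102, and genes are not independent replicates. Tested directly, 72 genes differed between the double RNAi and the libraries labelled wnt-4 RNAi (32 higher and 40 lower; 30 and 21 with the trend with gene length removed, chosen after the values were seen), 3476 between the double RNAi and otk-1 RNAi, and 1075 between the libraries labelled wnt-4 RNAi and otk-1 RNAi. Leaving out one library gave 15 to 49, 1089 to 3608 and 90 to 294 genes. Other settings raised some of these counts. The first was 350 by DESeq2 (91 higher, 259 lower), 238 with the stage score as a covariate (85 and 153), 66 with no filter on low counts (40 and 26) and 20 with only the libraries compared (14 and 6). The last was 2513 with the stage score and 2487 with only the libraries compared. Cyp4p2 was higher in the double RNAi than in the libraries labelled wnt-4 RNAi (4.47 ± 0.39), and thw lower (-1.66 ± 0.27).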

As expected, our RNA-seq data show that Wnt-4 RNAi embryos, Otk-1 RNAi embryos, and Wnt-4 RNAi Otk-1 RNAi embryos show similar transcriptional profiles, with an upregulation of Cluster II genes (canonical Wnt signaling) and a downregulation of genes in Cluster III (junction assembly). Wnt-4 opposes canonical Wnt signaling in *Drosophila* embryos [34]. Consistent with these results, we observe an upregulation of canonical Wnt signaling in Wnt-4 RNAi embryos, Otk-1 RNAi embryos, and Wnt-4 RNAi Otk-1 RNAi embryos (Figure 3B), suggesting that Wnt-4 signals through Otk-1 to inhibit canonical Wnt signaling.

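Genes of the canonical Wnt pathway went both ways, with more higher than lower in the 3 groups. The higher members include positive regulators, such as pygo, a nuclear partner of beta-catenin, and wls and por, needed to release Wnt proteins, and negative ones, such as Apc2, part of the complex that degrades beta-catenin. In the libraries labelled wnt-4 RNAi, where Wnt4 was not lower, pygo had a log2 fold change of 1.65 ± 0.23, Apc2 1.28 ± 0.29 and wls 1.08 ± 0.16. In otk-1 RNAi the values were 1.00 ± 0.23 for pygo, 0.86 ± 0.28 for Apc2, 0.73 ± 0.19 for por and 0.60 ± 0.16 for wls. Wnt-4 RNAi otk-1 RNAi had 1.76 ± 0.23, 1.39 ± 0.29 and 1.38 ± 0.16 for pygo, Apc2 and wls, and 1.26 ± 0.16 for the co-repressor gro. The receptor gene fz2 was lower in the libraries labelled wnt-4 RNAi (-0.69 ± 0.13) and otk-1 RNAi (-0.54 ± 0.13), as were the glypican gene dally (-0.63 ± 0.13 and -0.51 ± 0.13) and pan, which encodes the TCF factor (-0.46 ± 0.15 and -0.42 ± 0.15). Of 27 listed genes, 15 were higher and 4 lower in the libraries labelled wnt-4 RNAi (15 and 5 when adjusted over the list alone), 11 and 3 in otk-1 RNAi (11 and 3) and 15 and 7 in wnt-4 RNAi otk-1 RNAi (15 and 7). The medians were 0.45, 0.19 and 0.39. The camera test gave an adjusted p = 0.0135, 0.0705 and 0.0962, and adjusted p = 0.60, 0.711 and 0.752 with an estimated correlation. Without WT replicate 1 these calls were lost (adjusted p = 0.105, 0.774 and 0.447). With the stage score as a covariate the list was lower in otk-1 RNAi (adjusted p = 0.00792) and did not pass in the libraries labelled wnt-4 RNAi (adjusted p = 0.677) or the double RNAi (adjusted p = 0.981). The list also passed as higher in UAS-otk-1, where otk was raised (camera adjusted p = 0.0586), but not with an estimated correlation. Its mean log2 CPM was 7.35 and 7.33 there, against 7.03 and 7.38 in WT. That call turned towards lower values with the stage score as a covariate (adjusted p = 0.000518). The adjusted p ranged over all alternatives from 0.0014 to 0.677 in the libraries labelled wnt-4 RNAi, 0.00405 to 0.774 in otk-1 RNAi and 0.0155 to 0.981 in the double RNAi.

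**Figure D3:**
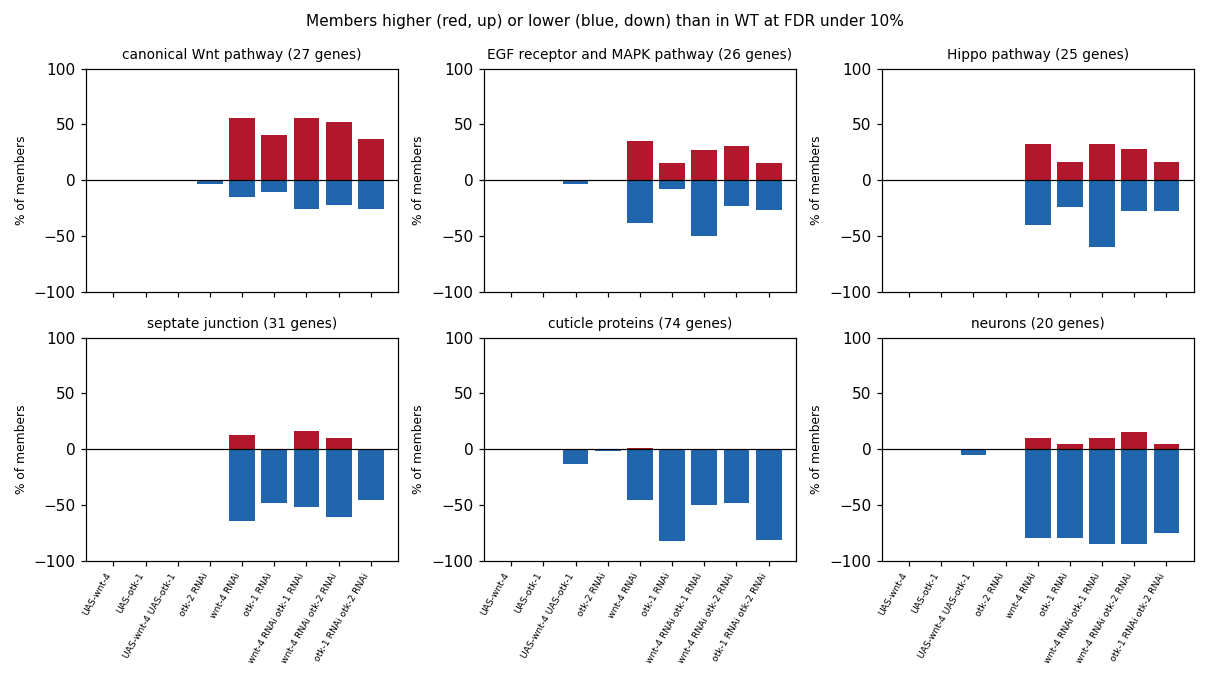
Percentage of the members of 6 gene lists that were higher (red, upwards) or lower (blue, downwards) than in WT at an adjusted p under 0.1, for each of the 9 groups (n = 2 libraries each). Canonical Wnt genes go both ways, with 15 of 27 higher in the libraries labelled wnt-4 RNAi, and more septate junction, cuticle and neuron genes are lower than higher in the groups labelled with wnt-4 RNAi or otk-1 RNAi.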

#### 3.2.2. Wnt-4 Activates Otk-1 to Affect Tight Junction Assembly

Wnt-4 RNAi embryos, Otk-1 RNAi embryos, and Wnt-4 RNAi Otk-1 RNAi embryos showed downregulation in Cluster III genes, which are enriched for tight junction assembly. 

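Septate junctions are the occluding junctions of insect epithelia, and more of their genes were lower than higher in the 3 groups. Tsp2A and hoka, which encode membrane proteins of smooth septate junctions, had log2 fold changes of -1.17 ± 0.24 and -1.11 ± 0.22 in the libraries labelled wnt-4 RNAi. In otk-1 RNAi the values were -0.91 ± 0.24 and -0.80 ± 0.22, and -0.92 ± 0.23 for bark, of tricellular junctions. Wnt-4 RNAi otk-1 RNAi had -1.21 ± 0.23 for bark and -0.88 ± 0.22 for hoka. Of 31 septate junction genes, 20 were lower and 4 higher in the libraries labelled wnt-4 RNAi (21 and 4 when adjusted over the list alone), 15 lower and none higher in otk-1 RNAi (15 and 0, with 0 higher at an unadjusted p under 0.05 in edgeR and 0 by DESeq2) and 16 lower and 5 higher in wnt-4 RNAi otk-1 RNAi (16 and 5). The higher members in the libraries labelled wnt-4 RNAi were the polarity genes yrt (0.72 ± 0.16) and scrib (0.43 ± 0.13) with dlg1 and l(2)gl. The camera adjusted p-values were 0.00568, 0.00029 and 0.0176, and with an estimated correlation the adjusted p-values were 0.563, 0.511 and 0.663. None of the 3 calls passed with the stage score as a covariate (adjusted p = 0.334, 0.723 and 0.409), and that of the double RNAi was lost without its own replicate 1 (adjusted p = 0.113). All alternatives together gave 0.000382 to 0.563, 1.3e-05 to 0.723 and 0.000928 to 0.663.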

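The genes of 4 proteins localized at these junctions were measured as well. cora, on chromosome 2R from 19229063 to 19243751 of dm6, encodes a scaffold of septate junctions and had log2 fold changes of -0.77 (standard error 0.19, adjusted p = 0.00506) in the libraries labelled wnt-4 RNAi, -0.77 (standard error 0.19, adjusted p = 0.0119) in otk-1 RNAi and -0.98 (standard error 0.19, adjusted p = 0.000786) in wnt-4 RNAi otk-1 RNAi. Fas3, an adhesion molecule gene on chromosome 2L from 18320102 to 18393441, had -0.65 (standard error 0.17, adjusted p = 0.0068), -0.54 (standard error 0.17, adjusted p = 0.0299) and -0.74 (standard error 0.17, adjusted p = 0.0024). dlg1, a scaffold gene on chromosome X from 11369665 to 11409776, had 0.35 (standard error 0.12, adjusted p = 0.0231), -0.04 (standard error 0.12, adjusted p = 0.808) and 0.31 (standard error 0.12, adjusted p = 0.0354), so it was higher in the 2 of these groups labelled with wnt-4 RNAi. For l(2)gl, on chromosome 2L from 9839 to 21376, the values were 0.19 (standard error 0.09, adjusted p = 0.0927), -0.33 (standard error 0.09, adjusted p = 0.0186) and 0.13 (standard error 0.09, adjusted p = 0.251). These are levels of mRNA, not the place of the proteins. The rise of l(2)gl in the libraries labelled wnt-4 RNAi did not pass with RLE scaling in edgeR, where it stayed at 0.19, and the fall of cora in otk-1 RNAi did not pass without WT replicate 1, where it was -0.53. The former was also lost without WT replicate 1 (0.15) or either of its own replicates (0.14 without replicate 1 and 0.23 without 2), and the fall of l(2)gl in otk-1 RNAi without replicate 2 of that group (-0.27). The rises of dlg1 did not pass without WT replicate 1 (0.25 in the libraries labelled wnt-4 RNAi and 0.22 in the double RNAi) or, in the double RNAi, without its own replicate 2 (0.18), nor did the fall of Fas3 in otk-1 RNAi without WT replicate 1 (-0.37) or its own replicate 2 (-0.44).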

The transmembrane adhesion regulators *Mesh* and *Gliotactin* were strongly downregulated (Supplementary Figure S2H,I). Downregulation of these genes has been shown to induce mislocalization of Lethal giant larvae (Lgl), Discs Large (Dlg), Coracle (Cora), and Fasciclin 3 (FasIII) proteins, inhibiting septate junction formation [65,66]. Otk-1 may play a role in the formation of septate junctions, and further studies could examine this angle in greater detail.

#### 3.2.3. Otk-2 Is an Inhibitor of Otk-1

To further investigate the relationship between Otk-1 and Otk-2, we compared the transcriptional profiles of UAS-Otk-1, Otk-1 RNAi, and Otk-2 RNAi embryos. Otk-1 binds to Otk-2, and it has been suggested that Otk-2 functions redundantly with Otk-1 [16]. Consistent with previous studies, we show that Otk-1 RNAi embryos and Otk-1, Otk-2 double RNAi embryos have similar transcriptional profiles (Figure 3A), with an upregulation of canonical Wnt signaling (Cluster II) and a downregulation of tight junction assembly genes (Cluster III).

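Embryos with otk-1 RNAi and with otk-1 RNAi otk-2 RNAi differed in 26 genes (18 higher and 8 lower in the double RNAi). The lower ones include otk2 itself (-1.27, standard error 0.14, adjusted p = 0.00102) and arm, which encodes beta-catenin (-1.07, standard error 0.11, adjusted p = 0.00083). The higher ones include thw (2.16 ± 0.28), axo (1.58 ± 0.30) and poe (1.37 ± 0.19). Leaving out one library gave 6 to 24 genes, the stage score as a covariate 56 and DESeq2 65. Against WT, 1998 genes were higher and 2222 lower in both groups and 5 went opposite ways. The fold changes had r = 0.91 across genes (covariance 0.781), where simulated unchanged groups with a shared simulated reference gave r = 0.497 (0.451 to 0.531). The simulated r leaves out the wider spread of the real WT libraries. In otk-1 RNAi otk-2 RNAi, 10 of 27 canonical Wnt genes were higher and 7 lower (10 and 7 when adjusted over the list alone), with pygo at 1.05 ± 0.23 and Apc2 at 0.84 ± 0.28, and the Wnt inhibitor gene Notum at -1.28 ± 0.27. The list did not pass (camera adjusted p = 0.446, median 0.16), and was lower with the stage score as a covariate (adjusted p = 0.000503, with 0.000503 to 0.888 over all alternatives). Of 31 septate junction genes 14 were lower and none higher (14 and 0 when adjusted over the list alone, 0 higher at an unadjusted p under 0.05 in edgeR and 0 by DESeq2), among them Tsp2A (-1.18 ± 0.24) and hoka (-0.94 ± 0.22), with a camera adjusted p = 0.00399 and an adjusted p = 0.642 with an estimated correlation. That call turned towards higher values and was lost with the stage score as a covariate (adjusted p = 0.565, with 0.000804 to 0.642 over all alternatives).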

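By group means, otk-2 RNAi embryos lay nearest to UAS-otk-1 embryos. The root mean square difference of their group means over all genes was 0.41 log2 units, against 0.47 to the double overexpression, 0.48 to UAS-wnt-4, 0.58 to wnt-4 RNAi otk-2 RNAi, 0.59 to otk-1 RNAi, 0.63 to the libraries labelled wnt-4 RNAi, 0.63 to otk-1 RNAi otk-2 RNAi, 0.67 to WT and 0.68 to wnt-4 RNAi otk-1 RNAi. Single libraries did not set the 2 nearest groups apart as well. The nearest library of UAS-otk-1 and of the double overexpression lay at 0.51 and 0.51 from replicate 1 of otk-2 RNAi and at 0.56 and 0.57 from replicate 2. Tested directly, 57 genes differed between otk-2 RNAi and UAS-otk-1 (33 higher and 24 lower in otk-2 RNAi), and 622 between otk-2 RNAi and otk-1 RNAi (291 higher and 331 lower). Apart from otk, which UAS-otk-1 embryos overexpress (-3.96 ± 0.20 in otk-2 RNAi), the genes that set otk-2 RNAi apart from UAS-otk-1 include y (3.69 ± 0.24), a cuticle pigment gene that is a common marker of fly stocks, poe (1.61 ± 0.19) and the chloride channel gene ClC-a (-2.24 ± 0.29). Against otk-1 RNAi, otk-2 RNAi had higher Tb (3.04 ± 0.73) and the cuticle genes obst-E (2.61 ± 0.74) and TwdlM (2.44 ± 0.73), and lower CCHa1-R (-4.58 ± 0.48) and Cyp6d4 (-2.57 ± 0.24). Leaving out one library lowered the counts, to between 17 and 28 for UAS-otk-1 and between 133 and 296 for otk-1 RNAi. By DESeq2 they were 89 and 1007 (526 higher, 481 lower for otk-1 RNAi), and with only the libraries compared 26 and 1535 (860 and 675). The stage score as a covariate gave 64 and 322.

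**Figure D4:**
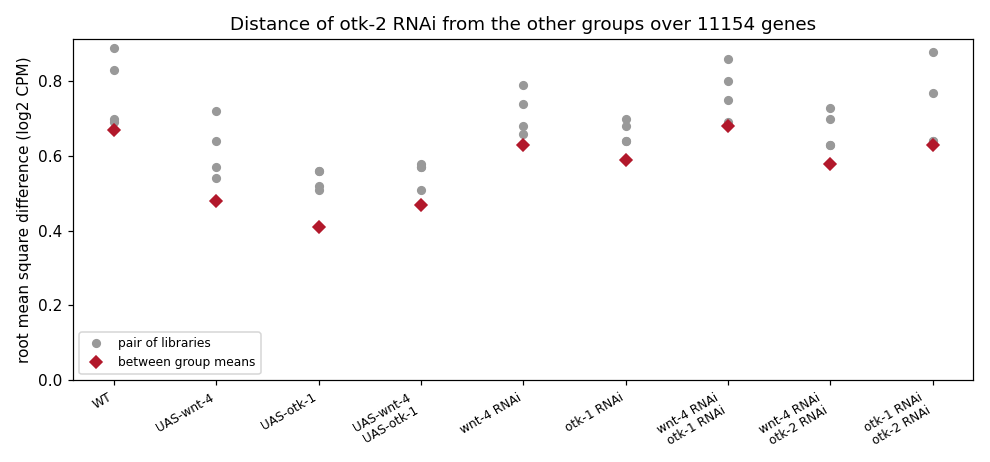
Root mean square difference in log2 CPM between otk-2 RNAi and each other group, over all genes tested. Grey points are pairs of single libraries and red diamonds are group means. UAS-otk-1 has the smallest distance between group means, 0.41.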

Surprisingly, Otk-2 RNAi embryos show a dramatically distinct transcriptional profile from Otk-1 RNAi embryos and are instead more similar to UAS-otk-1 embryos. 

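In otk-2 RNAi embryos, 40 genes of cluster II were higher and 6 lower than in WT (median log2 fold change 0.21), and 129 genes of cluster III were lower and none higher (median -0.45, 8 higher at an unadjusted p under 0.05 in edgeR and 2 by DESeq2). Relative to the mean of all libraries instead of WT, the mean z-score of otk-2 RNAi was -0.43 in cluster II, where WT was at -1.01, and 0.36 in cluster III, where WT was at 1.38. Of 27 canonical Wnt pathway genes, 1, arm (-1.05, standard error 0.11, adjusted p = 0.000377), was lower than in WT, and none was higher (1 higher at an unadjusted p under 0.05 in edgeR and 0 by DESeq2). The list's median was 0.05, with a camera adjusted p = 0.868. Without WT replicate 1 the list was lower (adjusted p = 0.013), without WT replicate 2 higher (adjusted p = 0.0554), and with the stage score as a covariate lower (adjusted p = 5.53e-05), and over all alternatives the adjusted p lay between 5.53e-05 and 0.974. No septate junction gene passed the threshold (2 lower at an unadjusted p under 0.05 in edgeR and 0 by DESeq2). Their median was -0.12, with a camera adjusted p = 0.0463 towards lower values and an adjusted p = 0.75 with an estimated correlation, and the call was lost without WT replicate 1 (adjusted p = 0.952). The list turned towards higher values with the stage score as a covariate (adjusted p = 0.425, with 0.00556 to 0.952 over all alternatives).

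**Figure D5:**
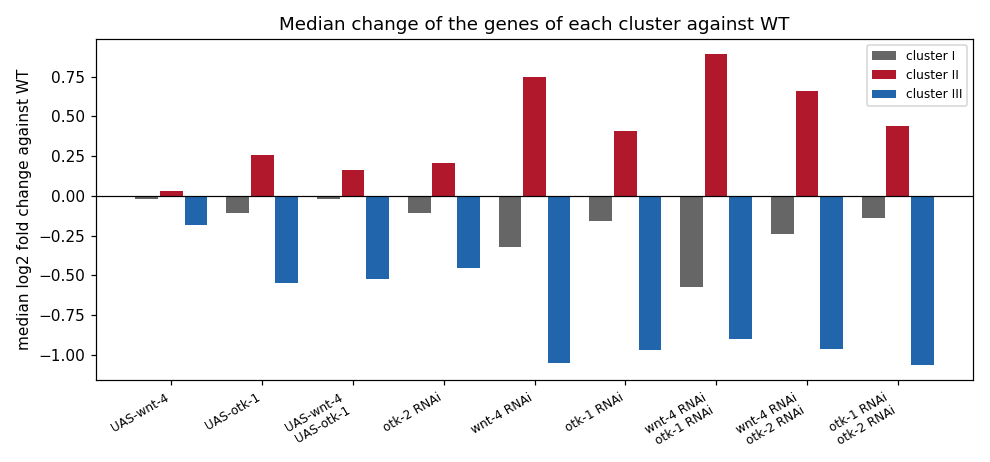
Median log2 fold change against WT of the genes of clusters I (grey), II (red) and III (blue) in each of the 9 groups (n = 2 libraries each). Cluster II medians lie at or above 0.03 and cluster III medians at or below -0.18 in every group, and are farthest from 0 in the groups labelled with wnt-4 RNAi or otk-1 RNAi.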

In Otk-2 RNAi embryos, canonical Wnt signaling is downregulated (cluster II) while tight junction assembly genes are upregulated (cluster III). This is the direct opposite of Otk-1 RNAi embryos, which have increased canonical Wnt signaling and decreased expression of tight junction assembly genes. Thus, we propose that Otk-2 functions as an inhibitor of Otk-1. 

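Compared directly, canonical Wnt genes were lower and septate junction genes higher in otk-2 RNAi than in otk-1 RNAi as lists. The canonical Wnt genes had a median of -0.16 and a camera adjusted p = 0.00978 (adjusted p = 0.821 with an estimated correlation). As single genes, 1 of 27 was lower and none higher (2 lower when adjusted over the list alone, 2 higher at an unadjusted p under 0.05 in edgeR and 1 by DESeq2). The septate junction genes had a median of 0.22 and a camera adjusted p = 0.000546 (adjusted p = 0.664 with an estimated correlation), with no single gene past the threshold (3 higher when adjusted over the list alone, 6 higher at an unadjusted p under 0.05 in edgeR and 4 by DESeq2). By cluster, 291 genes of cluster II were lower and 28 higher in otk-2 RNAi (median -0.19), and 223 genes of cluster III were higher and 11 lower (median 0.45). The higher ones include cuticle proteins, of which 11 of 74 were higher (35 when adjusted over the list alone), such as Cpr64Ab (2.60 ± 0.65).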

In Otk-2 RNAi embryos, downregulating Otk-2 reduces Otk-1 inhibition, resulting in more Otk-1 available for signaling. This is similar to UAS-Otk-1 embryos, where increased expression of Otk-1 results in higher levels of Otk-1 available for signaling. Thus, we conclude that Otk-2 is an inhibitor of Otk-1 since downregulating Otk-2 activates similar transcriptional profiles as overexpressing Otk-1 in embryos.

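Otk-2 RNAi and UAS-otk-1 embryos shared 19 genes higher and 60 lower than in WT, with 0 in opposite directions, and both lists use the same WT libraries. Digestive protease genes of the gut were among the lowest in both, but this sets WT apart and not this pair, since the median of the gut enzyme list lay at -1.94 or below in each of the 9 groups. The trypsin and Jonah genes of that list are near-identical families. In UAS-otk-1, deltaTry had a log2 fold change of -5.68 ± 1.10 and Jon25Bi -9.03 ± 1.88, and Jon25Bi had -9.93 ± 2.02 in otk-2 RNAi. Of 21 maternal and germ plasm genes, 3 were higher in UAS-otk-1 (19 when adjusted over the list alone), among them pgc (2.44 ± 0.65), and none in otk-2 RNAi (7 when adjusted over the list alone, 8 higher at an unadjusted p under 0.05 in edgeR and 3 by DESeq2). The fold changes of the 2 groups had r = 0.81 across genes and a covariance of 0.364. UAS-otk-1 and otk-1 RNAi had r = 0.79 and a covariance of 0.469. These values against WT therefore do not set the pair of otk-2 RNAi and UAS-otk-1 apart. Simulated unchanged groups with a shared simulated reference gave r = 0.497 (0.451 to 0.531), which leaves out the wider spread of the real WT libraries. Directly compared, canonical Wnt genes were lower in otk-2 RNAi than in UAS-otk-1 (median -0.11, camera adjusted p = 0.0145, adjusted p = 0.774 with an estimated correlation) and septate junction genes higher (median 0.13, camera adjusted p = 0.00868, adjusted p = 0.774 with an estimated correlation). With the stage score as a covariate, 18 genes differed from WT in UAS-otk-1 and 58 in otk-2 RNAi. From like profiles with raised canonical Wnt signaling in wnt-4, otk-1 and double RNAi embryos, the paper proposes that Wnt-4 signals through Otk-1. From the nearness of otk-2 RNAi to UAS-otk-1 it then concludes that Otk-2 inhibits Otk-1. The paper also draws on earlier binding data for Wnt-4 with Otk-1 and for Otk-1 with Otk-2. Its other evidence is the opposite profiles of the single RNAi groups, the double RNAi and the cuticle and Engrailed phenotypes.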

Combining RNAi for both Otk isoforms suggests that Otk-2 functions upstream of Otk-1. Transcriptional profiles for the double Otk-1 and Otk-2 RNAi embryos were similar to Otk-1 RNAi alone, indicating that Otk-1 is epistatic to Otk-2. 

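Otk-1 RNAi otk-2 RNAi embryos differed from otk-2 RNAi embryos in 968 genes (400 higher and 568 lower, and 168 to 628 in all when one library was left out). The balance turned with the stage score as a covariate (146 higher and 84 lower), without replicate 2 of otk-2 RNAi (123 and 45) and without replicate 1 of the double RNAi (216 and 45). The higher ones include Cyp6d4 (2.72 ± 0.24), the glutathione transferase gene GstD3 (2.47 ± 0.42) and Cyp4p2 (2.27 ± 0.33). The lower ones include ckd (-2.92 ± 0.57) and the cuticle genes Cpr64Ad (-2.63 ± 0.69) and TwdlG (-2.55 ± 0.68). By cluster, 377 genes of cluster II were higher and 12 lower in the double RNAi (median 0.22), and 541 genes of cluster III were lower and 2 higher (median -0.51). A response of the double RNAi that departs from the sum of both single responses was tested with an interaction term in edgeR, and 19 genes passed (15 above and 4 below the sum). That count lay between 3 and 252 when single libraries were left out, with the highest value without WT replicate 2, and was 5 with the stage score as a covariate and 95 by DESeq2. The group means of the double RNAi and of otk-1 RNAi lay 0.41 log2 units apart, against 0.63 for otk-2 RNAi.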

In the absence of Otk-1, any reduction in Otk-2 could not alleviate the reduced signaling caused by the lack of Otk-1. As opposed to the removal of Otk-2 alone in Otk-2 RNAi embryos which results in greatly reduced inhibition of Otk-1, causing a sharp increase in Otk-1 signaling, explaining why Otk-2 RNAi embryos had similar transcriptional profiles to UAS-Otk-1. Our results suggest that Otk-2 is an inhibitor of Otk-1, rather than a redundant co-receptor.

These results led to a working model for the Wnt-4-Otk-1-Otk-2 axis. The Wnt-4 ligand binds to co-receptor Otk-1, repressing canonical Wnt signaling and activating pathways that modify tight junction assembly. Otk-2 functions as an inhibitor of Otk-1, possibly acting competitively with Wnt-4 to bind Otk-1.

### 3.3. Tracking Otk Expression

The two previously proposed roles for Otk in patterning and neurogenesis [11,26,67] were confirmed by transcriptomic analysis (Figure 3B,C). This suggested that Otk must be functioning at different times in both epithelial and neuronal tissues. 

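Genes of neurons were lower in the libraries labelled wnt-4 RNAi and in otk-1 RNAi. The potassium channel gene Sh had log2 fold changes of -1.45 ± 0.34 in the libraries labelled wnt-4 RNAi and -1.36 ± 0.34 in otk-1 RNAi, and the active zone genes brp (-1.43 ± 0.33 and -1.32 ± 0.33) and Rim (-1.43 ± 0.37 and -1.38 ± 0.36) were lower too. Of 20 neuron genes, 16 were lower and 2 higher in the libraries labelled wnt-4 RNAi (16 and 2 when adjusted over the list alone), 16 and 1 in otk-1 RNAi (17 and 1), and the camera adjusted p-values were 0.00451 and 9.39e-05 (adjusted p = 0.563 and 0.511 with an estimated correlation). Neuron genes are part of the stage score, so a fit with that score is no test of this list. Axon guidance genes were lower as well, 16 of 28 lower and 4 higher in the libraries labelled wnt-4 RNAi and 13 and 0 in otk-1 RNAi (17 and 5, and 13 and 0, when adjusted over the list alone, and in otk-1 RNAi 0 higher at an unadjusted p under 0.05 in edgeR and 0 by DESeq2), with robo3 at -1.15 ± 0.27 and -0.95 ± 0.27, camera adjusted p = 0.0525 and 0.0164, and adjusted p = 0.709 and 0.69 with an estimated correlation. These calls were lost with the stage score as a covariate (adjusted p = 0.103 and 0.138, with 0.0276 to 0.709 and 0.000971 to 0.69 over all alternatives).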

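Among patterning genes, targets of Wg were lower. In wnt-4 RNAi otk-1 RNAi the homeotic genes lab (-1.08 ± 0.22) and Ubx (-0.87 ± 0.14), the feedback inhibitor gene nkd (-0.90 ± 0.17) and en (-0.69, standard error 0.25, adjusted p = 0.0293) were lower. All 8 of 8 listed targets were lower in this group, 5 in the libraries labelled wnt-4 RNAi and 2 in otk-1 RNAi, and none was higher (8, 6 and 2 lower when adjusted over the list alone, 0, 0 and 0 higher at an unadjusted p under 0.05 in edgeR and 0, 0 and 0 by DESeq2). The camera adjusted p-values were 0.00284, 0.023 and 0.101, and with an estimated correlation the adjusted p-values were 0.636, 0.563 and 0.69. wg itself, on chromosome 2L from 7307159 to 7316265 of dm6, had -0.47 (standard error 0.20, adjusted p = 0.0653) in the libraries labelled wnt-4 RNAi, -0.76 (standard error 0.20, adjusted p = 0.00635) in wnt-4 RNAi otk-1 RNAi and -0.07 (standard error 0.20, adjusted p = 0.805) in otk-1 RNAi. en, on chromosome 2R from 11524006 to 11528210, had -0.40 (standard error 0.24, adjusted p = 0.187) in the libraries labelled wnt-4 RNAi and -0.19 (standard error 0.24, adjusted p = 0.558) in otk-1 RNAi. The calls of wg and en were lost without WT replicate 2, when wg had -0.06 in the libraries labelled wnt-4 RNAi and -0.35 in the double RNAi, and en -0.15 in the double RNAi. That of wg in the libraries labelled wnt-4 RNAi was also lost without replicate 1 (-0.41) or 2 (-0.55) of those libraries, and that of en in the double RNAi without its own replicate 2 (-0.61), while without WT replicate 1 en passed in the libraries labelled wnt-4 RNAi (-0.79). Of 14 genes that shape denticles, 10 were lower and 2 higher in the libraries labelled wnt-4 RNAi and 10 and 1 in otk-1 RNAi, with f, an actin bundling gene, at -1.34 ± 0.32 and -1.26 ± 0.32 (camera adjusted p = 0.0606 and 0.0254, adjusted p = 0.563 and 0.511 with an estimated correlation). Few blastoderm patterning genes passed, with 2 of 19 higher and 2 lower in the libraries labelled wnt-4 RNAi (median 0.48), among them hb (0.80 ± 0.29) and kni (-0.48 ± 0.17), and a camera adjusted p = 0.787. The stage score as a covariate ended the denticle calls (adjusted p = 0.542 and 0.831, with 0.0367 to 0.563 and 0.0128 to 0.831 over all alternatives) and made the Wg targets pass as lower in otk-1 RNAi (adjusted p = 0.000175, with 0.000175 to 0.732).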

Studies to ascertain the expression patterns of Otk-1 and 2 have shown that they are coexpressed in most tissues [16]. These studies used fixed embryos with antibody and RNA in situ approaches, so to test these findings in vivo we applied new approaches using fluorescent proteins. Using a Trojan Gal4, where a Gal4 coding exon is inserted into the Otk-1 gene [68], should reproduce the expression pattern of the endogenous promoter. We crossed the Otk-1 TrojanGal4 flies to fluorescent proteins to observe expression in embryos. (Figure 4 and Video S1). We observed epithelial, striped expression in mid-stage embryos (Figure 4A,A’), and strong neuronal expression in later stages (Figure 4B,B’). This recapitulates most of the antibody and in situ studies showing some early epidermal expression and predominantly neuronal expression in later stages. We did not extend these studies to Otk-2 due to a lack of easily targeted sites such as the ones designed for Otk-1, but according to published expression analysis, Otk-2 appears to be expressed in a nearly identical pattern to Otk-2 leading to the inference that Otk-2 expression would look similar in these experiments [16].

In a second approach, we used Recombination-Mediated Cassette Exchange (RMCE) using a MiMIC insertion in the Otk-1 locus to insert two fluorescent protein tags into the coding sequence. This approach is known as the tandem fluorescent protein timer approach to measure protein stability over time. Essentially, a fast-folding super folder GFP is usually observed within 20 min of expression, while the slowly folding RFP protein can take up to 4 hours [48,49,69]. As expected, this approach yielded much less robust expression of fluorescent proteins as compared to the Trojan-Gal4 approach but did reveal a specific, highly expressing tissue (Figure 5, Videos S2 and S3) which appears to be the Stomatogastric Nervous System and Ring Gland [70].

To image the localization of overexpressed Otk-1, we used the frankenbody approach [71]. This uses overexpression of an α-HA nanobody fused to GFP or mCherry, which can be co-expressed with any HA-tagged transgene for live imaging. We looked at the localization of Otk-1-HA (Figure 6A, Video S4). This approach allowed us to observe membrane localization of Otk-1 in embryonic epithelial tissues. This expression mirrored that observed in fixed embryos expressing Otk-1-HA (Figure 6B).

As expression in the nervous system does not necessarily mean function, we looked to confirm previously published neuronal phenotypes [26,37,67], challenged by the newer deletion study [16], by expressing RNAi for both Otk-1 and Otk-2 specifically in neurons using the neuronal driver embryonic lethal abnormal vision (elavGal4 [72,73]). Normal embryos develop a nervous system as they mature into larvae (Figure 6C, Video S5). When we expressed RNAi for both Otk-1 and Otk-2 in neurons, the nervous system failed to form completely (Figure 6D, Video S6). This finding is surprising as the name Off-track comes from pathfinding problems in *otk-1* mutants but does point to the function that Otk-2 plays in Otk-1 regulation with much stronger phenotypes observed when Otk-2 is knocked down.

## 4. Discussion

PTK7 is of interest in the cancer biology field as it is often found dysregulated in cancer. Its function has never been entirely clear with functions proposed in polarity and signaling [17,18,19,20]. In vertebrates, it functions as a component of planar cell polarity (PCP) pathways and binds to Wnts. In *Drosophila*, PCP is significantly different from vertebrates with no secreted Wnt required [32]. Vertebrate PCP focuses mainly on cell movements such as convergent extension which is a cell migration process. Recent findings in *Drosophila* and vertebrates have linked PTK7 to intestinal regeneration and cellular senescence [25,74]. In this model, PTK7 is responsible for providing a cue for the migration of intestinal stem cells toward the site of injury regenerating the epithelium. This type of cell migration is more similar to vertebrate PCP and explains why PTK7 and another Wnt co-receptor Ror do not show fly PCP phenotypes but rather participate in cell migration processes such as neuronal pathfinding and stem cell migration [75,76,77,78].

Our study specifically investigated the function of Otk in embryogenesis. There have been conflicting reports published on the function of Otk with a recent publication showing that a deletion of both Otk-1 and Otk-2 showed no embryonic phenotypes [16]. Our previous work had shown patterning phenotypes, especially with overexpressed Otk-1 and Wnt-4 [11]. One major issue that affects embryonic patterning studies is the presence of maternally deposited mRNA which means that for most components a germline clone strategy is required [79,80]. The original allele of Otk turned out to be required in oogenesis or acquired a secondary mutation on the chromosome [81], so could not be used in this manner. The Otk-1/Otk-2 deletion was sterile and therefore could not directly address the contribution of maternal mRNA. In this study, we instead turned to RNAi with early expressing maternal Gal4 drivers to address the effect of Otk in patterning. By using this approach, we find that Otk-2 knockdown causes major patterning and neuronal phenotypes in embryos. Loss or overexpression of Otk-1 by itself has mild to no phenotype but can synergize with Otk-2 to cause a complete loss of patterning.

Our analysis supports our previous findings that Otk signaling primarily acts to repress the canonical branch of the Wnt pathway whilst activating a non-canonical branch. This contrasts with studies that have suggested that Ptk7/Otk is involved in β-catenin regulation rather than the non-canonical pathway [82]. Other studies have proposed that Ptk7/Otk is not the co-receptor for Wnt-4 but is bound by different members of the Wnt family, i.e., Wnt-2 [16]. Our analysis here did not look at the physical interactions previously reported [11], but by comparing transcriptional profiles, we show that the effect of perturbing Wnt-4 and Otk is highly similar providing evidence that Otk is a co-receptor for Wnt-4 in *Drosophila* embryos. Linnemannstöns et al. only observed a phenotype when both Otk-1 and Otk-2 were knocked out in flies and proposed that these two genes function redundantly in the pathway. However, our analysis of the transcriptional effects of Otk-1 RNAi and Otk-2 RNAi revealed that these are orthogonal to each other (Figure 3A).

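The log2 fold changes of otk-1 RNAi and otk-2 RNAi against WT were positively correlated across genes (Pearson r = 0.75, against 0.497 in simulated unchanged groups, with 0.451 to 0.531). Their covariance was 0.448, against 0.063 for simulated unchanged groups and 0.102 estimated from the 2 WT libraries, since both groups use those libraries. The simulated r is no firm bound, because simulated WT had the spread of the other groups. The 2 real WT libraries lay 0.64 log2 units apart, against 0.48 in otk-2 RNAi and 0.38 in otk-1 RNAi. Of the genes that passed in each, 37 were higher and 127 lower in both and 3 went opposite ways. GILT3 rose in both, by 2.84 ± 0.32 in otk-2 RNAi, and the hemocyte gene Hml was lower in both (-2.02 ± 0.32 in otk-2 RNAi and -1.68 ± 0.32 in otk-1 RNAi). Leaving out one library gave r between 0.69 and 0.83.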

We provide a possible model for the regulation of Otk signals (Figure 7). We show that Otk-2 functions as a repressor of Otk-1, a function that has not yet been discovered in the mammalian system. Our approach used knockdown rather than deletion possibly explaining why phenotypes were observed. Changing levels of the components provided a titratable system to observe signaling changes supporting work done in the gut model, focusing on the intracellular signals rather than the secreted extracellular domain [25].

Our transcriptional profiles point to two major embryonic processes: patterning and neurogenesis. In patterning, we observe perturbed signaling pathways leading to the loss of pattern phenotypes. In particular, the Erk and Wnt pathways were affected. 

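Genes of the EGF receptor and MAPK pathway, which signals through Erk, went both ways. Ras85D, the Ras gene of the pathway, had log2 fold changes of 1.35 ± 0.14 in the libraries labelled wnt-4 RNAi, 0.88 ± 0.14 in otk-1 RNAi and 1.66 ± 0.14 in wnt-4 RNAi otk-1 RNAi. The phosphatase gene csw (1.05 ± 0.18) and the ubiquitin ligase gene Cbl (0.91 ± 0.18) were higher in the libraries labelled wnt-4 RNAi, while sty, an inhibitor of the pathway, was lower (-0.75 ± 0.16 there and -1.07 ± 0.16 in the double RNAi). rl, the Erk gene, had 0.99 ± 0.26 in the double RNAi. Of 26 listed genes, 9 were higher and 10 lower in the libraries labelled wnt-4 RNAi, 4 and 2 in otk-1 RNAi and 7 and 13 in wnt-4 RNAi otk-1 RNAi (9 and 11, 2 and 0, and 7 and 13 when adjusted over the list alone). As a list it did not pass in these groups (camera adjusted p = 0.974, 0.529 and 0.459). With the stage score as a covariate it was lower in each (adjusted p = 0.0179, 0.00564 and 0.00314), and the ranges over all alternatives were 0.0179 to 0.989, 0.00564 to 0.841 and 0.00314 to 0.872.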

We did not pursue the effects of Otk-1 on neurogenesis in detail as the original pathfinding phenotypes were not directly challenged [16]. We did however observe that the expression of Otk-1 and Otk-2 RNAi showed severe disruption of neurogenesis suggesting that expression in neurons is important and confirming the transcriptional analysis findings. One very exciting finding was that both the Hippo pathway and cell adhesion were affected. Both relate to cell migration and could help explain the findings that Otk has no phenotype in classical *Drosophila* PCP but does function in cell migration-related polarity.

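Hippo pathway genes also split. The upstream regulators ex (-1.44 ± 0.17), ds (-1.27 ± 0.17) and ft (-1.26 ± 0.17) were lower in wnt-4 RNAi otk-1 RNAi and Rassf, which restricts the pathway, higher (1.03 ± 0.17). The genes ex, ds and ft lie in cluster I, whose genes were long. The trend of long minus short genes was -0.35 and -0.65 log2 units in that group's libraries, against 0.07 and 0.44 in WT. How much of these falls goes with gene length was not tested. Rassf (0.96 ± 0.17), the kinase genes Tao (0.93 ± 0.17) and hpo (0.90 ± 0.15) and dco (0.85 ± 0.15) were higher in the libraries labelled wnt-4 RNAi. In otk-1 RNAi ex (-0.69 ± 0.17) and ds (-0.53 ± 0.16) were lower and Tao higher (0.49 ± 0.17). Of 25 genes, 15 were lower and 8 higher in the double RNAi (median -0.44, camera adjusted p = 0.0962, adjusted p = 0.703 with an estimated correlation), 10 and 8 in the libraries labelled wnt-4 RNAi (median -0.17, camera adjusted p = 0.804) and 6 and 4 in otk-1 RNAi (median -0.05, camera adjusted p = 0.62). When adjusted over the list alone, 15 and 8, 10 and 8, and 6 and 2 passed. The call of the double RNAi was lost without WT replicate 2 (adjusted p = 0.411) and without its own replicate 1 (adjusted p = 0.119). The list was lower in the libraries labelled wnt-4 RNAi (adjusted p = 0.0624) and otk-1 RNAi (adjusted p = 0.00022) with the stage score as a covariate. Its adjusted p over all alternatives ran from 0.00227 to 0.703 in the double RNAi, 0.0624 to 0.958 in the libraries labelled wnt-4 RNAi and 0.00022 to 0.849 in otk-1 RNAi.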

Despite much work, the downstream effectors of polarity pathways remain poorly defined. PTK7 interacts with Src suggesting a possible mechanism for junctional changes downstream [83]. PTK7 is a pseudo-kinase so cannot be activated by the standard RTK transphosphorylaton mechanism, but a second kinase such as Src or CK1ε which phosphorylate Ror could be involved [30]. Although in this study, we did not focus on the downstream pathway, the effect of Otk on adhesion and Hippo pathway does suggest that the proposed mechanism of activation through Src and ROCK is likely to be correct [30]. Src is a famous oncogene [84] contributing to the invasive phenotype, or metastatic potential of cancer cells, one of the hallmarks of cancer [85]. PTK7 may contribute to this explaining its association with a wide range of cancers. We observed transcriptional effects on signaling pathways, but most interesting was the finding that apical basal polarity and Hippo pathways were affected. This effect could explain the cancer and stem cell association and will have to be explored in a cell migration and invasion model [25,86].

## Figures and Tables

**Figure 1:**
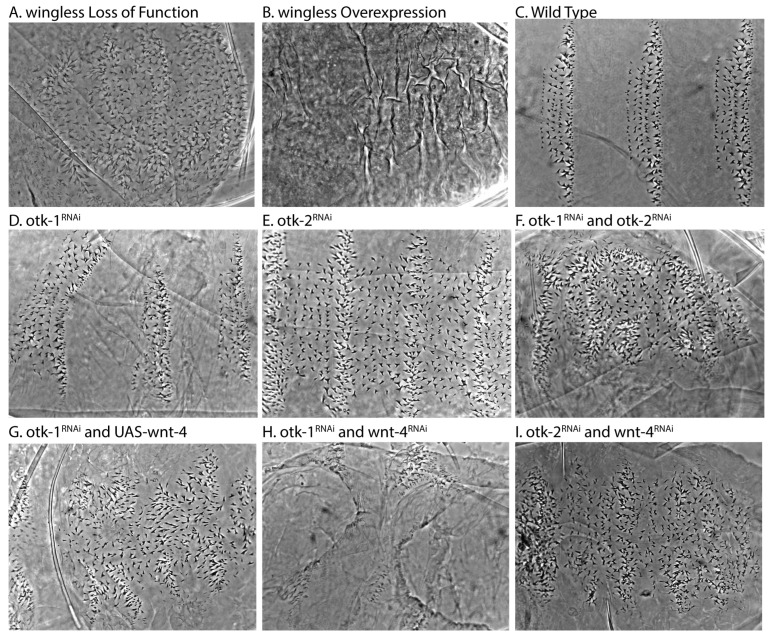
Otk and Wnt-4 in embryonic patterning. (**A**) Loss of segment polarity patterning in a *wg^IG22^* embryo or denticle lawn phenotype. (**B**) Loss of segment polarity or naked phenotype due to *wg* overexpression, as compared to wild-type segment polarity patterning (**C**). (**D**) *otk-1^RNAi^* results in denticle pattern disruption but not a clear segment polarity phenotype. (**E**) *otk-2^RNAi^* showed a disruption of segment polarity, with normally naked cuticles covered in denticles. (**F**) Co-expression of both *otk-1^RNAi^* and *otk-2^RNAi^* led to a more severe denticle lawn phenotype. The combination of *otk-1^RNAi^* and *wnt-4* overexpression (**G**) led to a slight increase in denticles over *otk-1^RNAi^* alone. The combination of *otk-1^RNAi^* and *wnt-4^RNAi^* showed a loss of cuticle (**H**), making the observation of patterning phenotypes difficult, but the combination of *otk-2^RNAi^* and *wnt-4^RNAi^* showed a near denticle lawn phenotype (**I**). For RNAi experiments, we examined embryos n > 100 per experiment.

**Figure 2:**
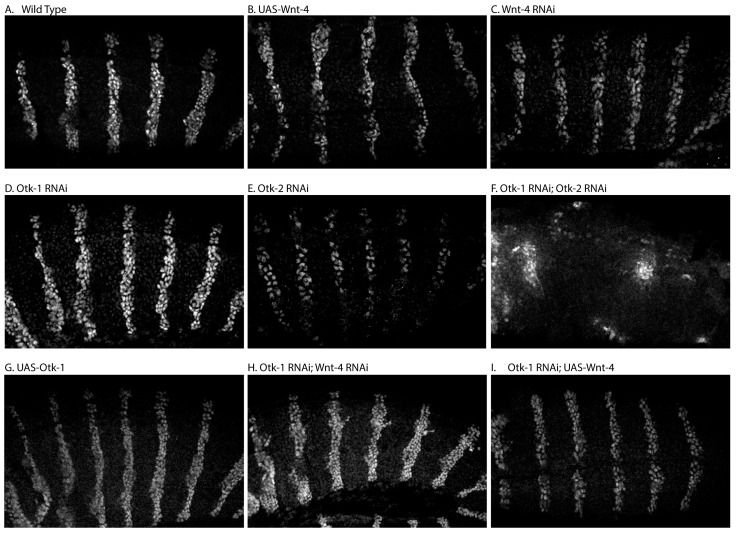
Effect of Otk on Engrailed expression. (**A**) Wild-type embryos show a striped pattern of En protein expression usually in two to three cell nuclei per stripe. (**B**) Overexpression of *wnt-4* showed a small effect on stripe width. (**C**) *wnt-4^RNAi^* did not appear to affect En protein. (**D**) *otk-1^RNAi^* showed a very mild effect on stripe width. (**E**) *otk-2^RNAi^* showed lower levels of En expression and loss of En-positive cells. (**F**) Co-expression of both *otk-1^RNAi^* and *otk-2^RNAi^* led to a complete disruption in the En expression pattern. Overexpression of Otk-1 showed a mild to no effect on En expression (**G**). The combination of *otk-1^RNAi^* and *wnt-4^RNAi^* showed some extopic En-positive cells (**H**). The combination of *otk-1^RNAi^* and *wnt-4* overexpression led to a slight decrease in En levels (**I**). For each condition, we examined at least three individual embryos of a similar stage.

**Figure 3:**
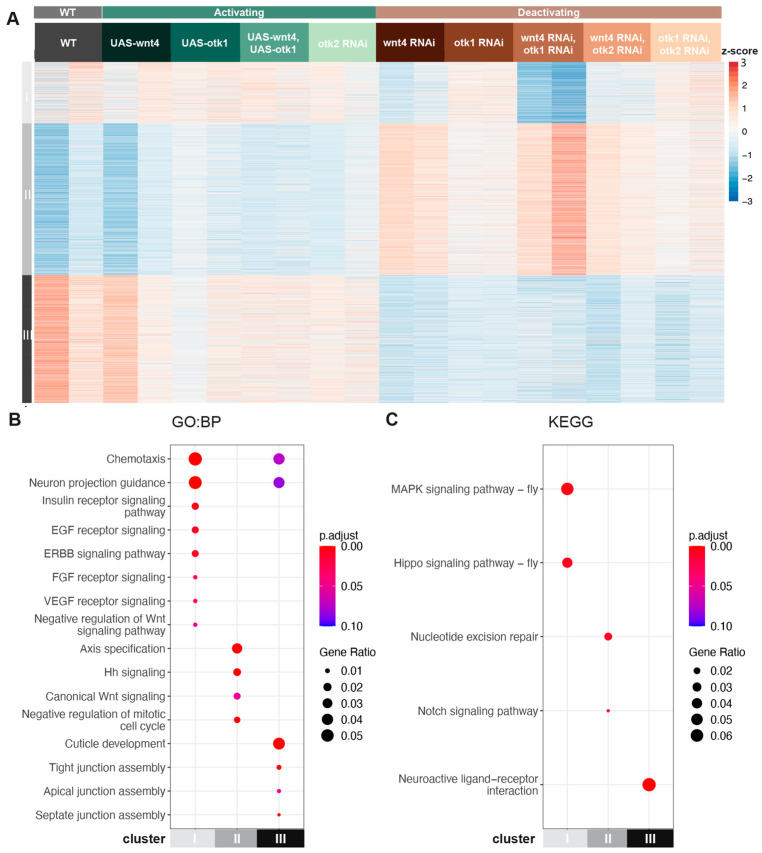
Gene expression changes in *Drosophila* embryos downstream of Wnt-4 and Otk-1. (**A**) Heatmap of gene expression in embryos expressing various levels of Wnt-4, Otk-1, and Otk-2. Clusters I and II are Wnt-4 dependent, while Cluster III is Wnt-4 independent. (**B**) Gene Ontology (GO) enrichment analysis highlighting key signaling and metabolic pathways associated with each cluster (FDR < 10%). Downregulation of Wnt-4 results in reduced EGF, and VEGF signaling (Cluster I) and increased canonical Wnt and Hedgehog signaling (Cluster II). Downregulation of Wnt-4 and Otk-1 results in decreased tight junction assembly (Cluster III). (**C**) KEGG pathway enrichment analysis highlighting key signaling and metabolic pathways associated with each cluster (FDR < 10%). Downregulation of Wnt-4 results in reduced MAPK, Hippo signaling (Cluster I), and increased Notch signaling (Cluster II).

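UAS-wnt-4 embryos, in which Wnt4 was raised, were also compared with the libraries labelled wnt-4 RNAi, in which it was not lower than in WT. Between them 5598 genes differed (2727 higher and 2871 lower in UAS-wnt-4). With the stage score as a covariate there were 3165 (1082 higher, 2083 lower), and leaving out single libraries moved the count too. In cluster I, 632 genes were higher and 13 lower in UAS-wnt-4 (median log2 fold change 0.31), among them Cyp4p2 (5.19 ± 0.40) and the serpin gene Spn28Da (3.97 ± 0.37). In cluster II, 2681 were lower and 12 higher, such as Cyp6d4 (-4.18 ± 0.26). In cluster III, 1801 were higher and 14 lower. UAS-otk-1 and otk-1 RNAi differed in 397 genes (129 higher and 268 lower in UAS-otk-1), and in fewer when one library was left out. The count was 614 by DESeq2 and 954 with only the libraries compared (456 higher, 498 lower). Of the 397, 242 genes of cluster II were lower and 11 higher, and 100 of cluster III were higher and 5 lower.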

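Genes of the FGF and VEGF receptor pathways were lower. Pvr, the fly VEGF and PDGF receptor gene, had log2 fold changes of -0.91 ± 0.16 in the libraries labelled wnt-4 RNAi and -0.94 ± 0.16 in wnt-4 RNAi otk-1 RNAi, stumps, an adaptor of FGF receptors, -0.80 ± 0.18 and -1.19 ± 0.19, and the FGF gene pyr -0.50 ± 0.16 in the former. Of 10 listed genes, 8 were lower in the libraries labelled wnt-4 RNAi, 8 in the double RNAi and 6 in otk-1 RNAi, and none was higher (9, 8 and 7 lower when adjusted over the list alone, 0, 0 and 0 higher at an unadjusted p under 0.05 in edgeR and 0, 0 and 0 by DESeq2). Camera gave an adjusted p = 0.0135, 0.0020 and 0.0108, and adjusted p = 0.563, 0.572 and 0.511 with an estimated correlation. In the Hedgehog pathway, Su(fu), a negative regulator (1.19 ± 0.13), the kinesin-like gene cos (1.09 ± 0.21), disp (0.97 ± 0.18) and the kinase gene fu (0.89 ± 0.18) were higher in the libraries labelled wnt-4 RNAi, and the ligand gene hh (-0.43 ± 0.20) and ci (-0.31 ± 0.14) lower. There 7 of 18 genes were higher and 3 lower (7 and 3 when adjusted over the list alone), and the list did not pass (camera adjusted p = 0.129), though it did without WT replicate 2 (adjusted p = 0.0158). In otk-1 RNAi 6 were higher and 1 lower, with a camera adjusted p = 0.0878 (adjusted p = 0.705 with an estimated correlation), a call that turned towards lower values with the stage score as a covariate (adjusted p = 0.038). Its adjusted p over all alternatives ran from 0.0158 to 0.767 in the libraries labelled wnt-4 RNAi and 0.00518 to 0.808 in otk-1 RNAi.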

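Notch pathway genes that were higher in the libraries labelled wnt-4 RNAi include O-fut1, which modifies the receptor (1.20 ± 0.19), the transcription factor gene Su(H) (1.07 ± 0.17), its antagonist H (1.03 ± 0.21) and pen-2 of gamma-secretase (1.02 ± 0.25). In all, 12 of 26 were higher and 6 lower there (13 and 8 when adjusted over the list alone, median 0.18), 9 and 4 in otk-1 RNAi and 9 and 12 in wnt-4 RNAi otk-1 RNAi (median -0.27). In otk-1 RNAi the ligand gene Ser (-0.62 ± 0.15) and the target gene E(spl)mbeta-HLH (-0.69 ± 0.18) were lower. The list did not pass in the 3 groups (camera adjusted p = 0.325, 0.342 and 0.942). Without WT replicate 2 it passed in the libraries labelled wnt-4 RNAi (adjusted p = 0.0332), and with the stage score as a covariate it was lower there (adjusted p = 0.0431), in otk-1 RNAi (adjusted p = 2.71e-05) and in the double RNAi (adjusted p = 0.00888), with 0.0332 to 0.841, 2.71e-05 to 0.837 and 0.00888 to 0.99 over all alternatives.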

**Figure 4:**
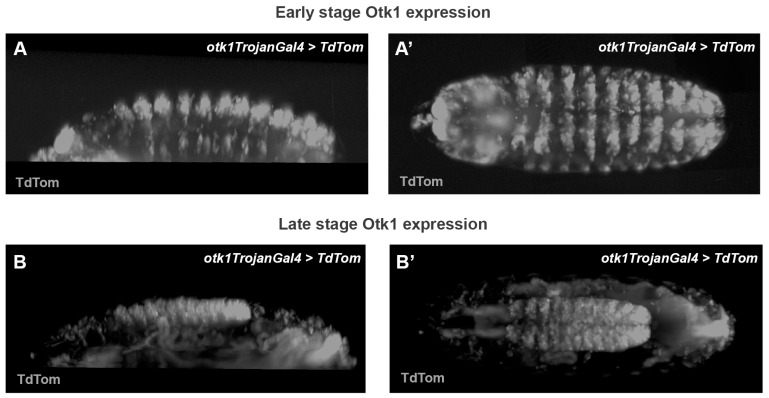
Otk-1 TrojanGal4 in *Drosophila* embryos. (**A**,**A’**) Still images from live imaging showing expression of Otk-1 in ventral, epithelial stripes during mid stages of embryogenesis. (**B**,**B’**) Still images from Lightsheet imaging, showing later stage expression of Otk-1 in neural tissue. Images and videos are representative of three independent experiments.

**Figure 5:**
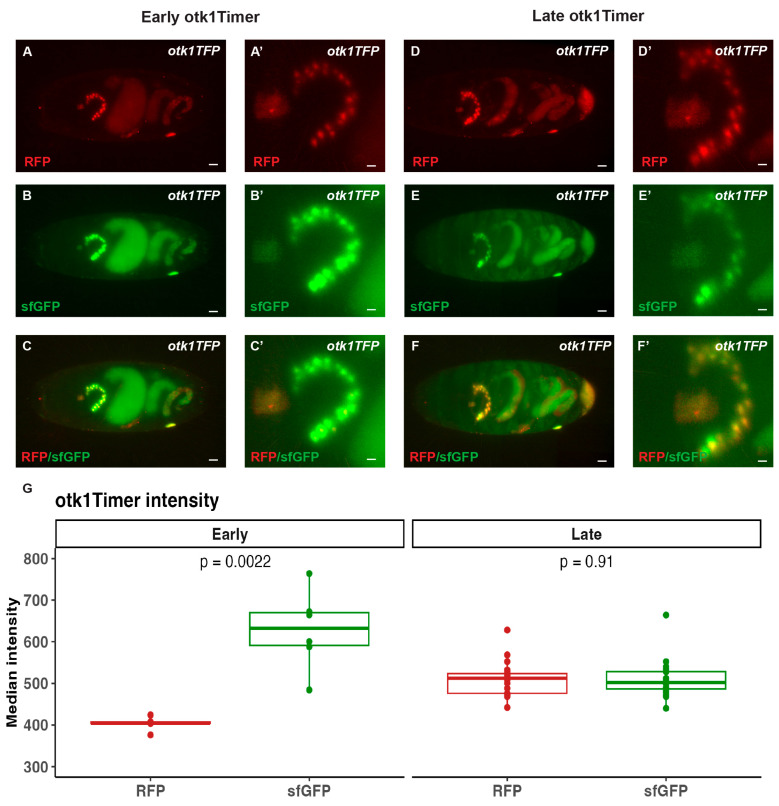
Still images from Otk-1, with two fluorescent proteins inserted into the locus, lightsheet imaging in *Drosophila* embryos. A rapidly folding fluorescent protein (super folder GFP) and a slow folding fluorescent protein (RFP) were inserted directly into the *otk-1* locus. (**A**,**A’**) RFP signal was only observable in the stomatogastric cells in mid embryonic stages along with a strong sfGFP signal (**B**,**B’**) which overlapped (**C**,**C’**). In late embryonic stages both sfGFP and RFP were observed in stomatogastric cells (**D**–**F**,**D’**–**F**’). (**G**) Quantification of otk1Timer intensity in the ring gland for early and late-stage embryos. Median intensity was rendered via IMARIS. Statistical *p*-value calculated using unpaired *t*-test in R. Images and videos are representative of three independent experiments.

**Figure 6:**
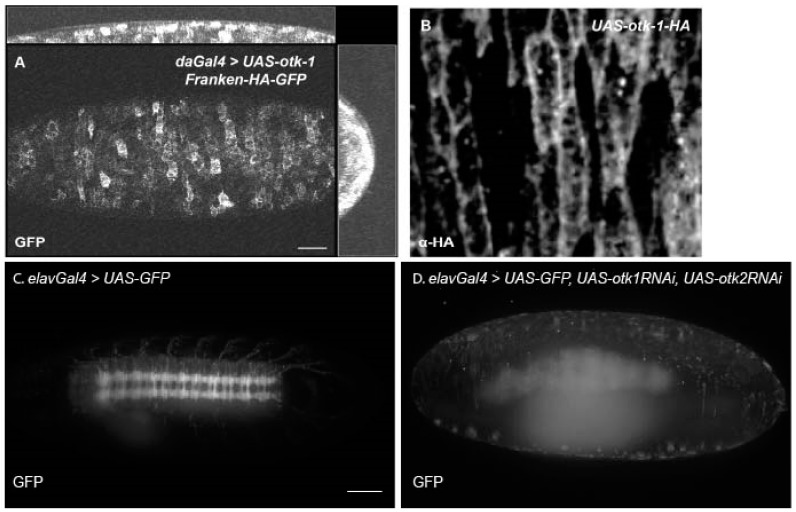
Overexpression of Otk-1 in embryos. (**A**) Still image from confocal microscopy live imaging of HA-tagged otk-1 imaged using αHA frankenbody fused to GFP shows an irregular pattern of overexpression at the membrane of epithelial cells. (**B**) Membrane localization and irregular levels were confirmed by fixed, αHA antibody staining. (**C**) Still image from lightsheet movie showing embryonic neural development using neuronally driven GFP. (**D**) Addition of RNAi for both Otks causes loss of GFP signal and disorganized neurogenesis. Images and videos are representative of three independent experiments.

**Figure 7:**
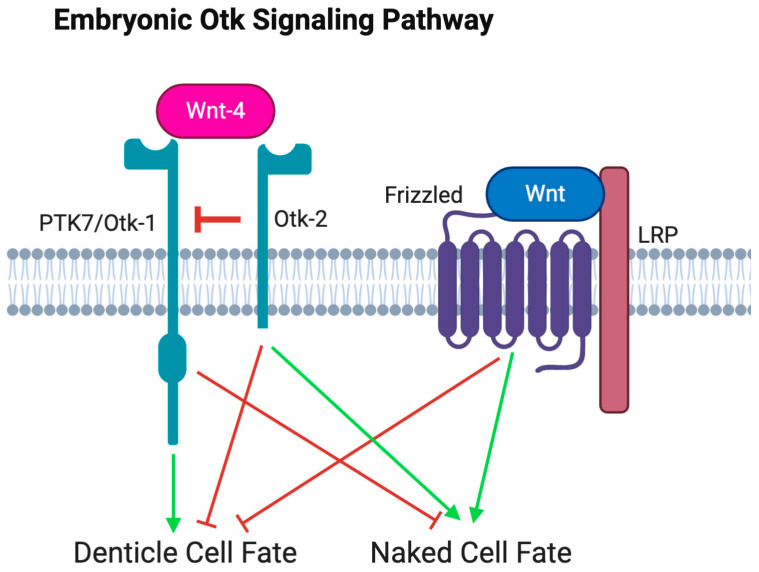
Model of Otk Signaling. Canonical Wnt signaling determines the naked cell fate. Otk-2 represses Otk-1 function to prevent denticle cell fate activation. This repression can be overcome by the presence of the Wnt-4 ligand.

## Data Availability

RNA seq data have been deposited on GEO and can be accessed at the following accession number: GSE245408. Reproducible code for RNA-seq analysis is available at https://github.com/harmstonlab/otkwnt_embryo.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cells13050365/s1, Figure S1: PCA plots and selected gene boxplots (Wnt-4, Otk-1, Otk-2) for RNA-seq; Figure S2: Cluster z-score boxplots and cluster representative gene boxplots for RNA-seq; Video S1: Embryo expressing otk1TrojanGal4 > TdTom; Video S2: Embryo expressing otkTFP (ventral view); Video S3: Embryo expressing otkTFP (dorsal view); Video S4: Embryo expressing daGal4 > UAS-otk-1 Franken-HA-GFP; Video S5: Embryo expressing elavGal4 > UAS- GFP; Video S6: Embryo expressing elavGal4 > UAS- GFP, Otk-1 RNAi, Otk-2 RNAi.

# Supplementary material for: The Wnt Co-Receptor PTK7/Otk and Its Homolog Otk-2 in Neurogenesis and Patterning
**Source:** Cells. 2024 Feb 20;13(5):365. doi: 10.3390/cells13050365
**Supplement:** Supplementary file 1

## Slide 1

Supplementary Figure 1: PCA plots and selected gene boxplots
 (A) PCA plot of all samples. Samples cluster in three groups – WT (grey), Activating (green) and Deactivating (brown).

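Principal components summarise the libraries by the directions in which their genes vary most. Over all genes tested, the first component held 50.75% of the variance and the second 11.1%, and over the 500 most variable genes 45.8% and 11.43%. On the first component the WT libraries scored 33.4 and 17.8, UAS-wnt-4 26.8 and 11.4, UAS-otk-1 1.83 and 9.4, the double overexpression 10.5 and 7.14 and otk-2 RNAi 11 and 5.31. The libraries labelled wnt-4 RNAi scored -19.7 and -14.1, otk-1 RNAi -6.08 and -7.34, wnt-4 RNAi otk-1 RNAi -14.1 and -24.1, wnt-4 RNAi otk-2 RNAi -18.2 and -10.4 and otk-1 RNAi otk-2 RNAi -10.5 and -9.97. Every library labelled with wnt-4 RNAi or otk-1 RNAi scored below 0 and every other library above 0. Within both sets the libraries of 1 group were often not each other's neighbours. Of the 20 libraries, 9 had the other library of their own group as the nearest by root mean square difference, and WT replicate 1 was nearest to UAS-wnt-4 replicate 1.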
 

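The gene the paper calls wnt-4 is Wnt4 (FBgn0010453), on chromosome 2L from 7255419 to 7277171 of dm6, and encodes a secreted Wnt ligand. Its normalized count was 3879 ± 457 in WT (SD, n = 2 here and below). It was 91778 ± 13816 in UAS-wnt-4 (4.56, standard error 0.18, adjusted p = 2.31e-09 on the log2 scale) and 90508 ± 5754 in UAS-wnt-4 UAS-otk-1 (4.54, standard error 0.18, adjusted p = 2.42e-09). In the libraries labelled wnt-4 RNAi it was 5029 ± 368, with 5289 and 4769 in the 2 libraries, which is not lower than in WT (0.37, standard error 0.15, adjusted p = 0.0544). That small rise did not pass without WT replicate 2, where it was 0.26, or without replicate 1 of those libraries (0.29). It was 2760 ± 298 in wnt-4 RNAi otk-1 RNAi (-0.49, standard error 0.15, adjusted p = 0.0153) and 2626 ± 190 in wnt-4 RNAi otk-2 RNAi (-0.56, standard error 0.15, adjusted p = 0.0102). Groups without a wnt-4 hairpin had like values, 2988 ± 14.7 in otk-1 RNAi (-0.38, standard error 0.15, adjusted p = 0.0709), 2453 ± 508 in otk-2 RNAi (-0.66, standard error 0.15, adjusted p = 0.0691) and 2413 ± 296 in otk-1 RNAi otk-2 RNAi (-0.68, standard error 0.15, adjusted p = 0.00586). The falls of Wnt4 were lost in wnt-4 RNAi otk-1 RNAi without WT replicate 1 (-0.37), in otk-2 RNAi without WT replicate 1 (-0.53) or its own replicate 2 (-0.46), and in otk-1 RNAi without WT replicate 1 (-0.25) or its own replicate 1 (-0.38) or 2 (-0.37). Reads from a hairpin transcript can count towards its target gene, and the files do not separate them.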

(B) Boxplot of normalized counts for wnt-4. wnt-4 is upregulated in UAS-wnt-4 and UAS-otk-1 UAS-wnt-4 double mutants.
 

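The gene otk-1 is annotated as otk (FBgn0004839), on chromosome 2R from 12001473 to 12019846 of dm6, and encodes a transmembrane receptor of the PTK7 family. Its normalized count was 6263 ± 490 in WT (SD, n = 2). It was 69537 ± 4942 in UAS-otk-1 (3.47, standard error 0.20, adjusted p = 4.78e-07 on the log2 scale) and 50328 ± 1988 in UAS-wnt-4 UAS-otk-1 (3.01, standard error 0.19, adjusted p = 1.29e-06). In otk-1 RNAi it was 1697 ± 236 (-1.88, standard error 0.19, adjusted p = 5.77e-05), in wnt-4 RNAi otk-1 RNAi 1801 ± 61.9 (-1.80, standard error 0.19, adjusted p = 1.44e-05) and in otk-1 RNAi otk-2 RNAi 2526 ± 728 (-1.31, standard error 0.18, adjusted p = 0.000541). It was also lower in the libraries labelled wnt-4 RNAi (-0.62, standard error 0.18, adjusted p = 0.0119) and in wnt-4 RNAi otk-2 RNAi (-0.52, standard error 0.18, adjusted p = 0.030), and had -0.49 (standard error 0.18, adjusted p = 0.207) in otk-2 RNAi. The change in wnt-4 RNAi otk-2 RNAi did not pass without WT replicate 1 (-0.45) or its own replicate 1 (-0.45), and that in otk-2 RNAi passed without WT replicate 2 (-0.56). The calls with an otk-1 hairpin or transgene passed without any 1 of the libraries.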

(C) Boxplot of normalized counts for otk-1. otk-1 is upregulated in UAS-otk-1 and UAS-otk-1 UAS-wnt-4 double mutants, and downregulated in otk-1RNAi, otk-1RNAi wnt-4RNAi and otk-1RNAi otk-2RNAi mutants.
 (D) Boxplot of normalized counts for otk-2. otk-2 is downregulated in otk-2RNAi, otk-2RNAi wnt-4RNAi, and otk-1RNAi otk-2RNAi mutants.

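The gene otk-2 is annotated as otk2 (FBgn0267728) and lies beside otk, on chromosome 2R from 12023146 to 12025272 of dm6. Its normalized count was 2149 ± 138 in WT (SD, n = 2) and fell to 866 ± 111 in otk-2 RNAi (log2 fold change -1.31 (standard error 0.14, adjusted p = 0.000389)), 856 ± 15.6 in wnt-4 RNAi otk-2 RNAi (-1.33, standard error 0.14, adjusted p = 5.37e-05) and 674 ± 67.2 in otk-1 RNAi otk-2 RNAi (-1.67, standard error 0.15, adjusted p = 1.19e-05). Smaller falls passed in groups without an otk-2 hairpin, -0.45 (standard error 0.14, adjusted p = 0.0165) in the libraries labelled wnt-4 RNAi, -0.40 (standard error 0.14, adjusted p = 0.0439) in otk-1 RNAi and -0.58 (standard error 0.14, adjusted p = 0.00373) in wnt-4 RNAi otk-1 RNAi. The fall in otk-1 RNAi did not pass without WT replicate 1 (-0.33) or replicate 1 (-0.45) or 2 (-0.35) of that group.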

## Slide 2

Supplementary Figure 2: Cluster zscore boxplots and cluster representative gene boxplots
(A – C): Boxplots of z-scores for each cluster. Cluster I is downregulated in wnt-4RNAi and wnt-4RNAi otk-1RNAi double mutants. Cluster II is upregulated in wnt-4RNAi and wnt-4RNAi otk-1RNAi double mutants.

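The mean z-score of the cluster I genes, relative to all libraries, was -1.59 in wnt-4 RNAi otk-1 RNAi, -0.60 in the libraries labelled wnt-4 RNAi and -0.31 in wnt-4 RNAi otk-2 RNAi. It was 0.17 in otk-1 RNAi and 0.21 in otk-1 RNAi otk-2 RNAi. The remaining groups had 0.54 (WT), 0.48 (UAS-wnt-4), 0.32 (UAS-otk-1), 0.54 (both) and 0.23 (otk-2 RNAi). A z-score above 0 was found for 2.24% of the genes in wnt-4 RNAi otk-1 RNAi and 12.5% in the libraries labelled wnt-4 RNAi, against 59.8% in otk-1 RNAi.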

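For cluster II the mean z-score was 1.31 in wnt-4 RNAi otk-1 RNAi, 0.94 in the libraries labelled wnt-4 RNAi, 0.65 in wnt-4 RNAi otk-2 RNAi, 0.23 in otk-1 RNAi otk-2 RNAi and 0.17 in otk-1 RNAi. UAS-wnt-4 had -0.94, UAS-wnt-4 UAS-otk-1 -0.61 and UAS-otk-1 -0.32. For cluster III it was 0.86 in UAS-wnt-4, 0.28 in the double overexpression and 0.16 in UAS-otk-1, and -0.71, -0.53, -0.45, -0.67 and -0.68 in the libraries labelled wnt-4 RNAi, otk-1 RNAi, wnt-4 RNAi otk-1 RNAi, wnt-4 RNAi otk-2 RNAi and otk-1 RNAi otk-2 RNAi.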

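The FGF gene thisbe (ths) lies on chromosome 2R from 11756817 to 11814424 of dm6 and the EGF receptor gene Egfr on chromosome 2R from 21522420 to 21559977. The normalized count of ths was 2219 ± 192 in WT (SD, n = 2), 1646 ± 86.8 in the libraries labelled wnt-4 RNAi (log2 fold change -0.43 (standard error 0.14, adjusted p = 0.0208)) and 1235 ± 156 in wnt-4 RNAi otk-1 RNAi (-0.84, standard error 0.14, adjusted p = 0.000268). It was 1959 ± 13 in otk-1 RNAi (-0.18, standard error 0.14, adjusted p = 0.326) and changed by -0.16 (standard error 0.14, adjusted p = 0.432) in UAS-otk-1, so neither passed. Egfr had 7522 ± 1325 in WT, 5188 ± 633 in the libraries labelled wnt-4 RNAi (-0.54, standard error 0.17, adjusted p = 0.019) and 3719 ± 355 in wnt-4 RNAi otk-1 RNAi (-1.02, standard error 0.17, adjusted p = 0.000292). Its changes of -0.26 (standard error 0.17, adjusted p = 0.249) in otk-1 RNAi and -0.17 (standard error 0.17, adjusted p = 0.50) in UAS-otk-1 did not pass. In otk-1 RNAi otk-2 RNAi ths had -0.52 (standard error 0.14, adjusted p = 0.0128) and Egfr -0.42 (standard error 0.17, adjusted p = 0.0663). The calls in the libraries labelled wnt-4 RNAi, where Wnt4 was not lower, were lost without WT replicate 2, when ths had -0.34 and Egfr -0.34, and without replicate 1 of those libraries (-0.39 and -0.43). The call of Egfr in otk-1 RNAi otk-2 RNAi was lost without WT replicate 2 (-0.23) or replicate 1 (-0.47) or 2 (-0.38) of that group.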

(D, E): Representative gene boxplots for cluster I. thisbe (ths) and egfr are strongly downregulated in wnt-4RNAi and wnt-4RNAi otk-1RNAi double mutants, but are unaffected by Otk-1 expression levels.

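The serine protease gene easter (ea), which acts in dorsal-ventral patterning, lies on chromosome 3R from 15328729 to 15330408 of dm6, and dishevelled (dsh), which transmits Wnt signals in the cytoplasm, on chromosome X from 11355881 to 11358724. The normalized count of ea was 667 ± 307 in WT (SD, n = 2), 2174 ± 19.1 in the libraries labelled wnt-4 RNAi (log2 fold change 1.71 (standard error 0.28, adjusted p = 0.000558)) and 2709 ± 332 in wnt-4 RNAi otk-1 RNAi (2.02, standard error 0.29, adjusted p = 8.68e-05). It was also higher in otk-1 RNAi (1.24, standard error 0.28, adjusted p = 0.00873) and otk-1 RNAi otk-2 RNAi (1.39, standard error 0.28, adjusted p = 0.00383). dsh had 3642 ± 960 in WT, 7494 ± 226 in the libraries labelled wnt-4 RNAi (1.04, standard error 0.19, adjusted p = 0.000882) and 8091 ± 1212 in wnt-4 RNAi otk-1 RNAi (1.15, standard error 0.19, adjusted p = 0.000234). In otk-1 RNAi dsh had 0.42 (standard error 0.19, adjusted p = 0.0932), a call lost when WT replicate 1 (0.18) or replicate 1 (0.50) or 2 (0.34) of otk-1 RNAi was left out. Between the WT libraries ea ranged from 450 to 884 and dsh from 2963 to 4321. The rise of ea in otk-1 RNAi did not pass without WT replicate 1 (0.83).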

(F, G): Representative gene boxplots for cluster II. easter (ea) and dishevelled (dsh) are upregulated strongly in wnt-4RNAi and wnt-4RNAi otk-1RNAi double mutants.

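mesh, on chromosome 3R from 31178389 to 31195762 of dm6, encodes a transmembrane protein of smooth septate junctions, and Gliotactin (Gli), on chromosome 2L from 15756002 to 15762758, one of tricellular junctions. The normalized count of mesh was 8688 ± 2131 in WT (SD, n = 2), 3484 ± 731 in the libraries labelled wnt-4 RNAi (log2 fold change -1.32 (standard error 0.27, adjusted p = 0.00156)), 3605 ± 256 in otk-1 RNAi (-1.27, standard error 0.27, adjusted p = 0.00636) and 3698 ± 869 in wnt-4 RNAi otk-1 RNAi (-1.23, standard error 0.27, adjusted p = 0.00156). It changed by -1.23 (standard error 0.27, adjusted p = 0.00312) in wnt-4 RNAi otk-2 RNAi and -1.27 (standard error 0.27, adjusted p = 0.00422) in otk-1 RNAi otk-2 RNAi. Gli had 6591 ± 455 in WT, 4324 ± 142 in the libraries labelled wnt-4 RNAi (-0.61, standard error 0.11, adjusted p = 0.00101), 4421 ± 411 in otk-1 RNAi (-0.58, standard error 0.11, adjusted p = 0.00497) and 3934 ± 305 in wnt-4 RNAi otk-1 RNAi (-0.74, standard error 0.11, adjusted p = 0.000138). With the otk-2 hairpin added to wnt-4 or otk-1 RNAi it changed by -0.52 (standard error 0.11, adjusted p = 0.00319) and -0.58 (standard error 0.11, adjusted p = 0.00334). In otk-2 RNAi alone, mesh had -0.54 (standard error 0.26, adjusted p = 0.286) and Gli -0.22 (standard error 0.11, adjusted p = 0.303), and mesh had -0.66 (standard error 0.26, adjusted p = 0.155) in UAS-otk-1, none of which passed. Without any 1 library, both genes passed in all 5 groups with wnt-4 or otk-1 RNAi. In UAS-otk-1 mesh passed without WT replicate 2 (-0.89).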

(H, I): Representative gene boxplots for cluster III. mesh and gli are downregulated in all deactivating mutants (brown).

## Slide 3

Video 1: Otk-1 TrojanGal4 > UAS-TdTomato. Lightsheet imaging of embryo expressing a red fluorescent protein in the pattern of Otk-1.

## Slide 4

Video 2: Embryo expressing Otk1 TFP (ventral view)

## Slide 5

Video 3: Embryo expressing Otk-1 TFP (dorsal view)

## Slide 6

Video 4: Embryo expressing daGal4 > UAS-otk-1 Franken-HA-GFP

## Slide 7

Video 5: Embryo expressing elavGal4 > UAS-GFP

## Slide 8

Video 6: Embryo expressing elavGal4 > UAS-GFP, Otk-1 RNAi, Otk-2 RNAi

How the deposited data were processed for this re-analysis (not part of the article)

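RNA of whole embryos from 10 groups with 2 libraries each was measured. As deposited, each file holds the expected count, TPM and FPKM of every gene, which the authors estimated with RSEM 1.3.1 from reads aligned by STAR 2.7.1a to dm6. The paper's methods also name FastQC 0.11.8 for read quality and BDGP6.22 release 97 as the annotation, and DESeq2 with regularized log values and k-means for the tests and clusters. Only the expected counts of the authors were used here. Of the values, 11.6% are not whole numbers, because RSEM divides reads that fit several genes, and all were rounded.

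The files hold 17714 genes, of which 17587 have a name in the annotation used here and 127 have none. Gene types that the paper removes (426 genes, 5.99 to 10.9% of the counts of a library) were left out. Genes with a mean of at least 10 counts were tested, 11154 in all, holding 30762928 to 38843051 counts per library. The 10 most abundant genes held 3.89 to 4.79% of the counts. At this depth a gene at the filter has few counts per library, and the spread between libraries, not counting noise, limits the larger genes: the common dispersion was 0.0336, with 10 residual and 4.31 prior degrees of freedom.

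Counts were normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16, with all 20 libraries in the fit so that the groups share one estimate of the spread. The comparisons were each of 9 groups against WT, 9 direct pairs, 2 interaction terms and a test across the 10 groups. P-values were adjusted by Benjamini-Hochberg within a comparison, with a threshold of 10%. Standard errors of log2 fold changes come from the same test, and adjusted p-values of genes are those of edgeR throughout. Gene lists (34) were tested with camera of limma 3.58.1 at a correlation of 0.01, adjusted over the lists of a comparison, and repeated with a correlation estimated per list. No group has 2 libraries with the same counts.

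Regularized log values came from DESeq2 1.42.0. Clusters were found by k-means (k = 3, 25 starts), silhouettes by the R package cluster 2.1.8.1, and lists were compared with clusters by one-sided Fisher's exact tests adjusted over 102 tests. Chance levels of the correlations between groups that share WT came from 100 simulations of unchanged groups. There every library, those standing for WT included, was drawn from 1 mean per gene with independent spread. Neither stage differences between the real WT libraries nor their spread, wider than that of the other groups, are part of these levels. R 4.3.3, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used.

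The rule for genes named in the text was set beforehand. It takes the 15 genes the paper names, up to 4 members of a list with the largest change past the threshold with members that changed the other way, and the 5 largest rises and falls past the threshold of each comparison among genes with a mean of at least 100 counts, libraries that do not overlap between the groups and a name other than a CG or CR number. Values of Wnt4, otk, otk2, ths, Egfr, ea, dsh, mesh and Gli had been seen in Supplementary Figures 1 and 2 before this rule was written. Genes outside it are said to have been chosen after their values were seen. Tests were checked on simulated counts for otk-2 RNAi against WT. With 50 genes changed at each fold, edgeR called 17 at 1.5-fold, 36 at 2-fold, 49 at 4-fold and 49 at 8-fold, with 11 calls among unchanged genes, and DESeq2 22, 41, 49 and 49, with 34.

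Alternatives set before the data were examined were DESeq2 in place of edgeR, RLE scaling, no filter, a threshold of 5%, the replicate number as a block, the stage score as a covariate, a fit of only the groups compared and leaving out each library. Added after the data were examined were the removal of each library's trend with gene length (lowess span 0.3) and a covariate along the first component of the differences within groups. Imaging, protein and cuticle data of the paper are not analysed here.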

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

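The lists below were fixed before the data were examined, but the choice of those the paper does not discuss, and the rule that at least 50% of their members passed in one direction in a group, were made after. So were the tests on undeveloped eggs, stock background, hairpin reads, swapped libraries (2 tests), 1 wrong label, abundant genes and the removal of the length trend, and only those on embryo ages and gene length were chosen before their results were seen.

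A difference between groups was found by edgeR's interaction term: the response to both hairpins departs from the sum of the single responses in 2197 genes for wnt-4 RNAi with otk-1 RNAi and in 19 genes for otk-1 RNAi with otk-2 RNAi. The first count was 5 with the stage score as a covariate, and 88 without WT replicate 1, 179 without otk-1 RNAi replicate 2, 294 without otk-1 RNAi replicate 1, 565 without wnt-4 RNAi replicate 1, 735 without wnt-4 RNAi replicate 2, 1091 without wnt-4 RNAi otk-1 RNAi replicate 1, 1293 without wnt-4 RNAi otk-1 RNAi replicate 2, 4344 without WT replicate 2. The second was 5 with the stage score as a covariate, and 3 without otk-1 RNAi otk-2 RNAi replicate 1, 4 without otk-2 RNAi replicate 2, 5 without otk-1 RNAi replicate 1, 5 without otk-1 RNAi replicate 2, 6 without WT replicate 1, 8 without otk-2 RNAi replicate 1, 35 without otk-1 RNAi otk-2 RNAi replicate 2, 252 without WT replicate 2. Both terms use WT directly, and the Wnt4 level does not bear out the label wnt-4 RNAi.

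Signals in genes the paper does not discuss were found in 9 lists, each given for the group with the highest share. In the libraries labelled wnt-4 RNAi, 15 of 16 muscle genes, 5 of 8 hemocyte genes, 27 of 32 gut enzyme genes, 7 of 9 glial genes and 2 of 3 stock marker genes were lower than in WT, and 6 of 8 RNA interference genes were higher. In wnt-4 RNAi otk-2 RNAi, 17 of 21 maternal and germ plasm genes were higher and 3 of 4 antimicrobial response genes lower. In wnt-4 RNAi otk-1 RNAi, 67 of 89 ribosomal protein genes were higher. The muscle and maternal lists enter the stage score. With a correlation estimated per list, no list passed by camera in any group.

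The first pattern weighed is that the 5 groups labelled with wnt-4 RNAi or otk-1 RNAi differ from WT in many genes, with late embryonic lists lower and maternal genes higher. Eggs that did not develop would lower blastoderm and muscle genes alike, but in the libraries labelled wnt-4 RNAi the blastoderm median lay above the muscle median by 1.76. The 95% bootstrap interval, 1.08 to 1.96, resampled genes and does not measure the spread between libraries. Per library, muscle genes had a mean log2 CPM of 9.39 and 8.79 in WT and 7.80 and 8.09 there. Blastoderm genes had 4.12 and 4.79 in WT and 4.51 and 5.04 there, so the gap is smaller against WT replicate 2. The stock background marked by high y and low w cannot be told apart from the hairpins: otk-2 RNAi, with y as high and w as low as in those groups, had 199 genes, against 5074 in the lowest of the 5 groups, 66 against 1087 without WT replicate 1, but 2396 against 5895 without WT replicate 2. A mix of embryo ages may contribute, since the difference between the WT libraries followed that between UAS-wnt-4 and the libraries labelled wnt-4 RNAi, which shares no library with it (r = 0.42), and the difference between the UAS-wnt-4 libraries followed that between WT and the libraries labelled wnt-4 RNAi (r = 0.51). A delay of development caused by the knockdowns would look the same, stays open and was not tested.

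The second pattern is that Wnt4 is not lower than in WT in the libraries labelled wnt-4 RNAi. Against a swap with otk-1 or otk-2 RNAi, the lowest ratio to WT in those libraries was 0.64 for otk and 0.69 for otk2, little above the bound of 0.6, chosen after the values were seen. In their own knockdowns otk had 1697 counts in otk-1 RNAi against 6263 in WT, and otk2 866 in otk-2 RNAi against 2149. Reads of the hairpin counted as Wnt4 cannot be told apart from a hairpin without effect on the RNA: Wnt4 in wnt-4 RNAi otk-1 RNAi against otk-1 RNAi was -0.11 (standard error 0.15), and in wnt-4 RNAi otk-2 RNAi against otk-2 RNAi 0.10 (standard error 0.15, adjusted p = 0.712). A swap with any of the 8 groups that carry another transgene would leave that group's own libraries without its altered target, but at least 1 target was lowered or raised there by a fold of 1.56 or more between the nearest libraries (otk2 in otk-2 RNAi, and 1.70 or more in the others), little above the 1.51 found at most between 2 libraries of one group in these genes. For otk-1 RNAi otk-2 RNAi this rests on otk2 (2.05), since otk (1.32) stayed below that bound, and the test was changed to take the clearer target after this was seen. A wrong label on 1 library would leave the other lowered only if the hairpin lowers Wnt4. The lower of the 2 had 1.13 times the Wnt4 of the higher WT library. Since Wnt4 in neither double group was below its partner alone by more than the standard error, this test cannot decide. No transgene marks WT, and Wnt4 was lower in the libraries labelled WT (3879 against 5029 counts), so targets cannot test a swap with WT. The stock markers y and w, though not targets, argue against it. In the libraries labelled wnt-4 RNAi y had 733 and 854 counts and w 304 and 381. WT had 101 and 138 for y and 4767 and 4462 for w. The other RNAi groups had means of 616 to 1003 for y and 354 to 443 for w. By group means the libraries labelled wnt-4 RNAi also lay 0.34 log2 units from wnt-4 RNAi otk-2 RNAi and 0.94 from WT. A wrong label on both libraries by samples from outside this series stays open and was not tested.

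The third pattern is that cluster I genes are lower and ribosomal protein genes higher in wnt-4 RNAi otk-1 RNAi than in otk-1 RNAi. The share of the 10 most abundant genes differed by 0.27 percentage points, against a few genes taking most of the counts. Fold changes fell with gene length (Spearman rho = -0.34), beyond the bound of -0.3 set before. With each library's length trend removed, the median of cluster I went from -0.44 to -0.39 (median standard error 0.14) and that of ribosomal proteins from 0.38 to 0.11 (median standard error 0.12). A length bias may therefore be the source of the ribosomal change. Cluster I was formed from the uncorrected values and named by its low level in wnt-4 RNAi otk-1 RNAi. Its median after the correction therefore cannot decide how much of its change comes from length. An effect of the hairpins stays open.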

How the results depend on the processing

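Here wnt-4 RNAi stands for the libraries so labelled, in which Wnt4 was not lower, and the value of the first-chosen methods is in brackets after each changed value. Counts are of genes against WT for 1 group and between the groups for 2. The settings that removed the gene length trend and that added an axis of differences within groups were chosen after the data were examined. Of 516 counts and correlations, 336 stayed alike, 114 were weaker, 33 stronger and 33 moved. A count stayed alike within 1.5 times its first value, and an r within the SD over choices of single libraries. The balance of higher and lower genes was not part of this label. Of 2754 values of single lists, 2027 kept their direction and side of the threshold, 300 were weaker, 131 stronger, 159 moved and 137 reversed. For named genes the numbers were 815 kept, 63 weaker, 17 stronger and 50 moved of 945. The causes of the changes below were not tested. On simulated counts with the depth and spread of these libraries, edgeR called 17 of 50 genes changed 1.5-fold, so this depth and spread limit the smaller changes.

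At a threshold of 5%, the values were UAS-otk-1 64 (317), UAS-wnt-4 UAS-otk-1 150 (538), otk-2 RNAi 92 (199), otk-2 RNAi and otk-1 RNAi 329 (622), otk-2 RNAi and UAS-otk-1 36 (57), the otk-1 otk-2 double and otk-2 RNAi 405 (968), wnt-4 RNAi and otk-1 RNAi 475 (1075), the wnt-4 otk-1 double and wnt-4 RNAi 32 (72), interaction of otk-1 RNAi and otk-2 RNAi 5 (19), interaction of wnt-4 RNAi and otk-1 RNAi 729 (2197).

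With RLE scaling, the values were UAS-otk-1 152 (317), wnt-4 RNAi and otk-1 RNAi 705 (1075).

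With no filter on low counts, the values were UAS-otk-1 829 (317) with 563 higher and 266 lower, otk-2 RNAi 314 (199), interaction of otk-1 RNAi and otk-2 RNAi 30 (19), r of wnt-4 RNAi and otk-1 RNAi 0.80 (0.83), r of wnt-4 RNAi and the wnt-4 otk-1 double 0.85 (0.89), r of otk-1 RNAi and the wnt-4 otk-1 double 0.82 (0.84), r of otk-1 RNAi and the otk-1 otk-2 double 0.87 (0.91), r of otk-2 RNAi and otk-1 RNAi 0.72 (0.75), r of otk-2 RNAi and UAS-otk-1 0.78 (0.81).

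With the replicate number as a block, the values were UAS-otk-1 1071 (317) with 599 higher and 472 lower, interaction of otk-1 RNAi and otk-2 RNAi 31 (19). The sources used here do not say that a number marks a shared collection. Over 45 pairs of groups the correlation of deviations ranged from -0.23 to 0.63 (median 0.06, highest for WT with UAS-wnt-4), and 17 exceeded 0.1, so the numbers were not taken to pair the libraries. Yet of 11 libraries nearest to one of another group, 11 were nearest to one with the same number. The heat shock list was also high only in libraries numbered 2. Its mean log2 CPM there was 5.92 in WT, 6.73 in UAS-wnt-4, 6.78 in UAS-otk-1 and 5.68 in otk-1 RNAi. It was 5.63 in wnt-4 RNAi otk-2 RNAi and 5.78 in otk-1 RNAi otk-2 RNAi. The other libraries numbered 2 had at most 3.62 and those numbered 1 at most 3.40. Both are hints from the data that some numbers may mark a shared collection.

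With the stage score as a covariate, the values were UAS-otk-1 18 (317) with 5 higher and 13 lower, UAS-wnt-4 UAS-otk-1 183 (538), otk-2 RNAi 58 (199) with 24 higher and 34 lower, wnt-4 RNAi 492 (6600) with 328 higher and 164 lower, otk-1 RNAi 59 (5074), the wnt-4 otk-1 double 3468 (6940), the wnt-4 otk-2 double 223 (6099) with 141 higher and 82 lower, the otk-1 otk-2 double 87 (5223), otk-2 RNAi and otk-1 RNAi 322 (622), the otk-1 otk-2 double and otk-1 RNAi 56 (26), the otk-1 otk-2 double and otk-2 RNAi 230 (968) with 146 higher and 84 lower, wnt-4 RNAi and otk-1 RNAi 2513 (1075), the wnt-4 otk-1 double and wnt-4 RNAi 238 (72), UAS-wnt-4 and wnt-4 RNAi 3165 (5598) with 1082 higher and 2083 lower, interaction of otk-1 RNAi and otk-2 RNAi 5 (19) with 2 higher and 3 lower, interaction of wnt-4 RNAi and otk-1 RNAi 5 (2197), lists in the wnt-4 otk-1 double 14 (22) with 1 higher and 13 lower.

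With DESeq2, the values were UAS-wnt-4 110 (68), UAS-otk-1 1351 (317) with 748 higher and 603 lower, UAS-wnt-4 UAS-otk-1 1224 (538), otk-2 RNAi 634 (199) with 237 higher and 397 lower, otk-2 RNAi and otk-1 RNAi 1007 (622), otk-2 RNAi and UAS-otk-1 89 (57), the otk-1 otk-2 double and otk-1 RNAi 65 (26) with 37 higher and 28 lower, the wnt-4 otk-1 double and wnt-4 RNAi 350 (72) with 91 higher and 259 lower, UAS-otk-1 and otk-1 RNAi 614 (397), interaction of otk-1 RNAi and otk-2 RNAi 95 (19).

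With only the libraries compared, the values were UAS-wnt-4 1 (68) with 1 higher and 0 lower, UAS-otk-1 70 (317) with 10 higher and 60 lower, otk-2 RNAi 122 (199), otk-1 RNAi 3368 (5074), the otk-1 otk-2 double 2383 (5223) with 815 higher and 1568 lower, otk-2 RNAi and otk-1 RNAi 1535 (622), otk-2 RNAi and UAS-otk-1 26 (57), the otk-1 otk-2 double and otk-2 RNAi 398 (968), wnt-4 RNAi and otk-1 RNAi 2487 (1075) with 1744 higher and 743 lower, the wnt-4 otk-1 double and wnt-4 RNAi 20 (72) with 14 higher and 6 lower, UAS-otk-1 and otk-1 RNAi 954 (397) with 456 higher and 498 lower.

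With the gene length trend removed, the values were UAS-otk-1 614 (317).

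With the axis of differences within groups as a covariate, the values were UAS-otk-1 102 (317), UAS-wnt-4 UAS-otk-1 317 (538) with 121 higher and 196 lower, otk-2 RNAi 124 (199), wnt-4 RNAi 3933 (6600), otk-1 RNAi 1697 (5074), the wnt-4 otk-2 double 2590 (6099), the otk-1 otk-2 double 2623 (5223), the otk-1 otk-2 double and otk-1 RNAi 51 (26), wnt-4 RNAi and otk-1 RNAi 1751 (1075), the wnt-4 otk-1 double and wnt-4 RNAi 240 (72) with 78 higher and 162 lower, UAS-otk-1 and otk-1 RNAi 677 (397), interaction of wnt-4 RNAi and otk-1 RNAi 234 (2197).

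With the correlation between genes estimated, camera passed 0 of 34 lists in each of the 9 groups, where the preset correlation passed 16, 22, 15, 18, 20, 19, 22, 18, 18 (UAS-wnt-4, UAS-otk-1, both, otk-2 RNAi, wnt-4 RNAi, otk-1 RNAi and the wnt-4 otk-1, wnt-4 otk-2 and otk-1 otk-2 doubles). At an unadjusted p under 0.05 it passed 3, 3, 2, 3, 1, 2, 2, 0, 3. No list call holds under this setting.

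In UAS-wnt-4 the lists that reversed with the stage score had adjusted p-values by camera of Hedgehog pathway 0.0189, EGF receptor and MAPK pathway 0.0374, insulin receptor pathway 0.0722, septate junction 0.0904, axis specification 0.183, cuticle building enzymes 0.0374, neurotransmitter and peptide receptors 0.00259, neurons 0.00329, muscle 0.0138, maternal and germ plasm 0.0716, blastoderm genes 0.731, nucleotide excision repair 0.573, mitotic cell cycle 0.00259.

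In UAS-otk-1 the lists that reversed with the stage score had adjusted p-values by camera of canonical Wnt pathway 0.000518, denticle genes 0.81, Hedgehog pathway 0.0166, Notch pathway 2.35e-06, EGF receptor and MAPK pathway 0.00275, Hippo pathway 0.000518, axis specification 0.584, cuticle building enzymes 0.175, neurotransmitter and peptide receptors 0.00159, neurons 2.35e-06, muscle 0.000518, blastoderm genes 0.000837, heat shock 0.0122, mitotic cell cycle 0.0428, RNA interference 0.292.

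In UAS-wnt-4 UAS-otk-1 the lists that reversed with the stage score had adjusted p-values by camera of canonical Wnt pathway 0.000192, denticle genes 0.811, Hedgehog pathway 0.00503, Notch pathway 0.0013, EGF receptor and MAPK pathway 0.00649, insulin receptor pathway 0.0594, septate junction 0.00863, axis specification 0.118, cuticle building enzymes 0.788, neurotransmitter and peptide receptors 0.788, neurons 0.366, muscle 0.468, maternal and germ plasm 0.143, blastoderm genes 0.0013, nucleotide excision repair 0.481, mitotic cell cycle 0.00422, RNA interference 0.0571.

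In otk-2 RNAi the lists that reversed with the stage score had adjusted p-values by camera of canonical Wnt pathway 5.53e-05, Hedgehog pathway 0.0818, Notch pathway 0.00437, EGF receptor and MAPK pathway 0.00174, insulin receptor pathway 0.0295, septate junction 0.425, axis specification 0.596, cuticle building enzymes 0.447, neurotransmitter and peptide receptors 0.0221, neurons 0.000187, muscle 0.00484, blastoderm genes 0.032, mitotic cell cycle 0.264.

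In the libraries labelled wnt-4 RNAi the lists that reversed with the stage score had adjusted p-values by camera of Notch pathway 0.0431, EGF receptor and MAPK pathway 0.0179, neurons 0.623, blastoderm genes 2.21e-05, mitotic cell cycle 0.975.

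In otk-1 RNAi the lists that reversed with the stage score had adjusted p-values by camera of canonical Wnt pathway 0.00792, Hedgehog pathway 0.038, Notch pathway 2.71e-05, EGF receptor and MAPK pathway 0.00564, insulin receptor pathway 0.0895, axis specification 0.038, neurotransmitter and peptide receptors 0.409, neurons 0.038, muscle 0.397, maternal and germ plasm 0.0912, blastoderm genes 0.000101, heat shock 0.0048, mitotic cell cycle 0.00877.

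In wnt-4 RNAi otk-1 RNAi the lists that reversed with the stage score had adjusted p-values by camera of canonical Wnt pathway 0.981, neurons 0.981.

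In wnt-4 RNAi otk-2 RNAi the lists that reversed with the stage score had adjusted p-values by camera of canonical Wnt pathway 0.876, Hedgehog pathway 0.876, Notch pathway 0.0669, EGF receptor and MAPK pathway 0.0267, axis specification 0.887, neurons 0.149, blastoderm genes 2.73e-05, heat shock 0.00524.

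In otk-1 RNAi otk-2 RNAi the lists that reversed with the stage score had adjusted p-values by camera of canonical Wnt pathway 0.000503, denticle genes 0.804, Hedgehog pathway 0.00687, Notch pathway 7.63e-06, insulin receptor pathway 0.0689, septate junction 0.565, axis specification 0.0395, neurons 0.0711, muscle 0.396, fat body 0.0725, maternal and germ plasm 0.062, blastoderm genes 4.4e-06, heat shock 0.0161, mitotic cell cycle 0.00367.

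The cuticle protein, muscle, neuron, maternal and germ plasm, and blastoderm lists are part of the stage score, so their changes with it are no test of those lists.

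Leaving out each library in turn moved counts as follows, where a group left with 1 library is assumed to vary like the others. For UAS-wnt-4 it was 26 without UAS-wnt-4 replicate 2, 41 without UAS-wnt-4 replicate 1, 175 without WT replicate 2. For UAS-otk-1 it was 23 without UAS-otk-1 replicate 1, 30 without UAS-otk-1 replicate 2, 40 without WT replicate 1, 4009 without WT replicate 2. For UAS-wnt-4 UAS-otk-1 it was 43 without UAS-wnt-4 UAS-otk-1 replicate 1, 44 without UAS-wnt-4 UAS-otk-1 replicate 2, 62 without WT replicate 1, 2110 without WT replicate 2. For otk-2 RNAi it was 24 without otk-2 RNAi replicate 2, 66 without WT replicate 1, 2396 without WT replicate 2. For wnt-4 RNAi it was 4160 without WT replicate 1, 6727 without WT replicate 2. For otk-1 RNAi it was 1087 without WT replicate 1, 1911 without otk-1 RNAi replicate 2, 2443 without otk-1 RNAi replicate 1, 5925 without WT replicate 2. For the wnt-4 otk-2 double it was 3140 without WT replicate 1, 3306 without wnt-4 RNAi otk-2 RNAi replicate 1, 6443 without WT replicate 2. For the otk-1 otk-2 double it was 2160 without WT replicate 1, 2876 without otk-1 RNAi otk-2 RNAi replicate 2, 5895 without WT replicate 2. For otk-2 RNAi and otk-1 RNAi it was 133 without otk-1 RNAi replicate 2, 194 without otk-1 RNAi replicate 1, 200 without otk-2 RNAi replicate 2, 296 without otk-2 RNAi replicate 1. For otk-2 RNAi and UAS-otk-1 it was 17 without otk-2 RNAi replicate 2, 19 without UAS-otk-1 replicate 1, 24 without otk-2 RNAi replicate 1, 28 without UAS-otk-1 replicate 2. For the otk-1 otk-2 double and otk-1 RNAi it was 6 without otk-1 RNAi replicate 1, 7 without otk-1 RNAi replicate 2, 12 without otk-1 RNAi otk-2 RNAi replicate 1, 24 without otk-1 RNAi otk-2 RNAi replicate 2. For the otk-1 otk-2 double and otk-2 RNAi it was 168 without otk-2 RNAi replicate 2, 258 without otk-2 RNAi replicate 1, 261 without otk-1 RNAi otk-2 RNAi replicate 1, 628 without otk-1 RNAi otk-2 RNAi replicate 2. For wnt-4 RNAi and otk-1 RNAi it was 90 without otk-1 RNAi replicate 1, 109 without otk-1 RNAi replicate 2, 110 without wnt-4 RNAi replicate 1, 294 without wnt-4 RNAi replicate 2. For the wnt-4 otk-1 double and wnt-4 RNAi it was 15 without wnt-4 RNAi replicate 2, 27 without wnt-4 RNAi replicate 1, 35 without wnt-4 RNAi otk-1 RNAi replicate 2, 49 without wnt-4 RNAi otk-1 RNAi replicate 1. For the wnt-4 otk-1 double and otk-1 RNAi it was 1089 without wnt-4 RNAi otk-1 RNAi replicate 2, 1699 without otk-1 RNAi replicate 1, 1866 without otk-1 RNAi replicate 2, 3608 without wnt-4 RNAi otk-1 RNAi replicate 1. For UAS-wnt-4 and wnt-4 RNAi it was 2850 without UAS-wnt-4 replicate 1, 3584 without wnt-4 RNAi replicate 1, 5746 without UAS-wnt-4 replicate 2. For UAS-otk-1 and otk-1 RNAi it was 133 without UAS-otk-1 replicate 2, 158 without otk-1 RNAi replicate 1, 176 without otk-1 RNAi replicate 2, 235 without UAS-otk-1 replicate 1. For interaction of otk-1 RNAi and otk-2 RNAi it was 3 without otk-1 RNAi otk-2 RNAi replicate 1, 4 without otk-2 RNAi replicate 2, 5 without otk-1 RNAi replicate 1, 5 without otk-1 RNAi replicate 2, 6 without WT replicate 1, 8 without otk-2 RNAi replicate 1, 35 without otk-1 RNAi otk-2 RNAi replicate 2, 252 without WT replicate 2. For interaction of wnt-4 RNAi and otk-1 RNAi it was 88 without WT replicate 1, 179 without otk-1 RNAi replicate 2, 294 without otk-1 RNAi replicate 1, 565 without wnt-4 RNAi replicate 1, 735 without wnt-4 RNAi replicate 2, 1091 without wnt-4 RNAi otk-1 RNAi replicate 1, 1293 without wnt-4 RNAi otk-1 RNAi replicate 2, 4344 without WT replicate 2. The other ranges were lists in UAS-wnt-4 9 to 23, r of wnt-4 RNAi and otk-1 RNAi 0.78 to 0.88, r of wnt-4 RNAi and the wnt-4 otk-1 double 0.85 to 0.92, r of otk-1 RNAi and the wnt-4 otk-1 double 0.80 to 0.88, r of otk-1 RNAi and the otk-1 otk-2 double 0.85 to 0.93, r of otk-2 RNAi and otk-1 RNAi 0.69 to 0.83, r of otk-2 RNAi and UAS-otk-1 0.75 to 0.88, r of otk-2 RNAi and the otk-1 otk-2 double 0.65 to 0.84, r of UAS-wnt-4 and wnt-4 RNAi 0.24 to 0.72, r of UAS-otk-1 and otk-1 RNAi 0.68 to 0.85.

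The lists that reversed when a library was left out had these ranges of camera adjusted p: Hedgehog pathway in UAS-wnt-4 0.00281 to 0.235, EGF receptor and MAPK pathway in UAS-wnt-4 0.00493 to 0.409, axis specification in UAS-wnt-4 0.000152 to 0.56, cuticle building enzymes in UAS-wnt-4 0.00032 to 0.699, neurotransmitter and peptide receptors in UAS-wnt-4 3.3e-09 to 0.448, neurons in UAS-wnt-4 2.93e-07 to 0.449, muscle in UAS-wnt-4 1.22e-05 to 0.939, maternal and germ plasm in UAS-wnt-4 2.74e-09 to 0.56, nucleotide excision repair in UAS-wnt-4 1.19e-05 to 0.997, mitotic cell cycle in UAS-wnt-4 2.49e-11 to 0.383, canonical Wnt pathway in UAS-wnt-4 0.000259 to 0.197, Wg target genes in UAS-wnt-4 0.0411 to 0.529, Notch pathway in UAS-wnt-4 9.07e-05 to 0.132, blastoderm genes in UAS-wnt-4 2.64e-09 to 0.959, heat shock in UAS-wnt-4 0.000204 to 0.111, canonical Wnt pathway in UAS-otk-1 0.00167 to 0.763, Hedgehog pathway in UAS-otk-1 0.00164 to 0.917, Notch pathway in UAS-otk-1 0.00385 to 0.412, Hippo pathway in UAS-otk-1 0.0928 to 0.802, canonical Wnt pathway in UAS-wnt-4 UAS-otk-1 0.035 to 0.957, Hedgehog pathway in UAS-wnt-4 UAS-otk-1 0.022 to 0.846, Notch pathway in UAS-wnt-4 UAS-otk-1 0.00241 to 0.875, EGF receptor and MAPK pathway in UAS-wnt-4 UAS-otk-1 0.0529 to 0.939, mitotic cell cycle in UAS-wnt-4 UAS-otk-1 1.25e-10 to 0.861, canonical Wnt pathway in otk-2 RNAi 0.013 to 0.974, EGF receptor and MAPK pathway in otk-2 RNAi 0.018 to 0.974, neurons in otk-2 RNAi 0.000571 to 0.952, blastoderm genes in otk-2 RNAi 0.000619 to 0.75, axon guidance in otk-2 RNAi 0.00071 to 0.742.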

Differences from the paper's values

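With the first-chosen methods no value differs from the paper's by more than 1.5 times. The paper gives 7939 genes across the groups at its threshold of 10%, against 7151 here, and 7943 with DESeq2's likelihood ratio test. Its clusters hold 1439, 3535 and 2965 genes, against 1338, 3284 and 2529 here, and 1428, 3519 and 2996 for the genes of that test. Cluster III departs by more than 1.5 times at a threshold of 5% (1914) and without wnt-4 RNAi otk-1 RNAi replicate 2 (1820). The mean silhouette width was highest at 2 clusters, where the paper chose 3 by this measure.

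The paper states that in otk-2 RNAi canonical Wnt signaling (cluster II) is lower and tight junction genes (cluster III) are higher, opposite to otk-1 RNAi, and calls the effects of otk-1 and otk-2 RNAi orthogonal. Against the mean of all libraries otk-2 RNAi has z-scores of -0.43 and 0.36, in those directions, and compared with otk-1 RNAi the canonical Wnt list is lower and the septate junction list higher by camera at the preset correlation (adjusted p = 0.00978 and 0.000546) but not with an estimated one (0.821 and 0.664). Against WT, however, 40 cluster II genes were higher and 6 lower, and 129 cluster III genes were lower and 0 higher (8 higher at an unadjusted p under 0.05 in edgeR and 2 by DESeq2). The fold changes of the single RNAi groups had r = 0.75, where simulated unchanged groups with a shared simulated reference gave 0.497 (0.451 to 0.531). The simulation gave WT the spread of the other groups. The real WT libraries lay 0.64 log2 units apart, against 0.48 in otk-2 RNAi and 0.38 in otk-1 RNAi. The simulated r therefore cannot decide how far 0.75 lies above unchanged groups. The covariance was 0.448, against 0.102 estimated from the 2 WT libraries. These counts of genes and the direction of the canonical Wnt list change with the WT library left out and with the stage score. The count of 199 genes in otk-2 RNAi was 2396 without WT replicate 2, 66 without WT replicate 1 and 24 without its own replicate 2. The canonical Wnt list was lower than in WT, as the paper gives, with the stage score as a covariate (adjusted p = 5.53e-05) and without WT replicate 1 (adjusted p = 0.013), and higher without WT replicate 2 (adjusted p = 0.0554). The paper gives otk-2 RNAi as more similar to UAS-otk-1 than to otk-1 RNAi, and by group means it lay 0.41 log2 units from the former and 0.59 from the latter.

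The legend of Figure 3 gives cluster III as independent of Wnt-4, while the text gives it as activated by Wnt-4 and Otk-1. Of its genes 2175 were lower in the libraries labelled wnt-4 RNAi, where Wnt4 was not lower. Cluster I, given as unaffected by Otk-1, had 334 genes lower and 110 higher in otk-1 RNAi. The count of 5074 genes over all genes tested in that group was 1087 without WT replicate 1, 2443 and 1911 without its own replicate 1 or 2, and 59 with the stage score as a covariate. Against the mean of all libraries, cluster I had mean z-scores of 0.17 in otk-1 RNAi, 0.32 in UAS-otk-1 and 0.54 in WT. The paper gives ths and Egfr as unaffected by Otk-1 levels, and neither passed in otk-1 RNAi or UAS-otk-1, but in otk-1 RNAi otk-2 RNAi they changed by -0.52 (adjusted p = 0.0128) and -0.42 (adjusted p = 0.0663).

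The paper places Hedgehog and Notch signaling in cluster II and apical junction assembly in cluster III. It tested GO and KEGG terms, while the fixed lists used here are other gene sets that stand in for them. A list that did not pass is therefore no test of the paper's term. By Fisher's exact test the Hedgehog list passed in cluster I (adjusted p = 0.0848) and not in II (0.46), the Notch list not in II (0.669), and the adherens junction and apical polarity list not in III (1.0). The legend gives EGF, MAPK and Hippo signaling as reduced and Hedgehog and Notch signaling as increased when Wnt-4 is lowered. In the libraries labelled wnt-4 RNAi the members went both ways, with 9 higher and 10 lower for EGF receptor and MAPK, 8 and 10 for Hippo, 7 and 3 for Hedgehog and 12 and 6 for Notch, and none of these lists passed by camera. Some alternatives differed. With the stage score as a covariate the EGF receptor and MAPK (adjusted p = 0.0179) and Hippo lists (0.0624) were lower, as the legend gives, and the Notch list was lower too (0.0431), opposite to the legend. Without WT replicate 2 the Hedgehog (0.0158) and Notch lists (0.0332) were higher, and the Hedgehog list also with no filter on low counts (0.0545) and without replicate 1 of those libraries (0.0846). In wnt-4 RNAi otk-1 RNAi the Hippo list was lower (camera adjusted p = 0.0962, 0.703 with an estimated correlation), and in wnt-4 RNAi otk-2 RNAi the Hedgehog list was higher (0.0549, 0.633 with an estimated correlation). The FGF and VEGF receptor list was lower, as the legend gives for VEGF (camera adjusted p = 0.0135, 0.563 with an estimated correlation). Canonical Wnt genes are given as raised, and more were higher than lower, but of 8 targets of Wg 5 were lower and 0 higher (0 higher at an unadjusted p under 0.05 in edgeR and 0 by DESeq2). The EGF receptor, Hippo and canonical Wnt lists are in the clusters the paper names by Fisher's exact test.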

Other observations

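The lists in this part were fixed before the data were examined, and the single genes and the groups they are given for were chosen after their values were seen. The list values compare the libraries labelled wnt-4 RNAi with WT. Of 15 Wnt ligand and non-canonical receptor genes, 1 was higher and 9 lower (1 and 9 when adjusted over the list alone, median -0.46, camera adjusted p = 0.0528). Of 13 insulin receptor pathway genes, 5 were higher and 1 lower (5 and 1 when adjusted over the list alone, median 0.10, camera adjusted p = 0.325). Of 5 fat body genes, 0 were higher and 2 lower (0 and 2 when adjusted over the list alone, median -0.38, camera adjusted p = 0.309, 0 higher at an unadjusted p under 0.05 in edgeR and 0 by DESeq2). Of 3 ovary follicle and yolk genes, 1 was higher and 0 lower (1 and 1 when adjusted over the list alone, median -0.14, camera adjusted p = 0.974, 0 lower at an unadjusted p under 0.05 in edgeR and 0 by DESeq2). Of 12 heat shock genes, 1 was higher and 2 lower (0 and 0 when adjusted over the list alone, median -2.37, camera adjusted p = 0.72). Of 8 apoptosis genes, 3 were higher and 1 lower (3 and 1 when adjusted over the list alone, median -0.12, camera adjusted p = 0.729). Of 17 nucleotide excision repair genes, 13 were higher and 0 lower (14 and 0 when adjusted over the list alone, median 0.65, camera adjusted p = 0.000343, 0 lower at an unadjusted p under 0.05 in edgeR and 0 by DESeq2). Of 22 mitotic cell cycle genes, 15 were higher and 1 lower (15 and 1 when adjusted over the list alone, median 0.73, camera adjusted p = 0.000299). With a correlation estimated per list none of these lists passed by camera.

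The gene arm, which encodes beta-catenin, changed by -1.05 (standard error 0.11, adjusted p = 0.000377) in otk-2 RNAi and by -0.45 (standard error 0.11, adjusted p = 0.00633) in wnt-4 RNAi otk-2 RNAi, against 0.29 (standard error 0.11, adjusted p = 0.0429) in the libraries labelled wnt-4 RNAi. The genes poe and MED20 changed by 1.95 (standard error 0.19, adjusted p = 4.29e-05) and 1.68 (standard error 0.18, adjusted p = 0.000104) in otk-1 RNAi otk-2 RNAi. The other groups with an otk-2 hairpin had like rises, 1.76 and 1.64 in otk-2 RNAi and 1.76 and 1.36 in wnt-4 RNAi otk-2 RNAi. In otk-1 RNAi they changed by 0.58 and 0.54. On chromosome 2L, poe ends at 8071624 and MED20 starts at 8071812. The body colour gene y and the eye colour gene w, used as markers of fly stocks, had normalized counts of 119 ± 26.4 and 4614 ± 216 in WT (SD, n = 2), 960 ± 2.54 and 355 ± 21.5 in otk-2 RNAi and 793 ± 85.3 and 342 ± 53.9 in the libraries labelled wnt-4 RNAi.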
